# The m6A methyltransferase METTL14 promotes oncogenic Kras induced juvenile myelomonocytic leukemia through dysregulating autophagy

**DOI:** 10.1038/s41418-025-01561-0

**Published:** 2025-08-16

**Authors:** Peihua Zhang, Keping Feng, Xiao Yu, Yi Yang, Siyu Luo, Qiao Li, Hailong Zhang, Yachun Jia, Qiaoman Fei, Xiaomin Ren, Hongwei Liu, Lin Li, Dan Yang, Gustave Munyurangabo, Jingze Yue, Qian Li, Pengyu Zhang, Lingqin Song, Aili He, Zhanping Lu, Linlin Zhang, Guangyao Kong

**Keywords:** Cancer stem cells, Macroautophagy

## Abstract

The N6-methyladenosine (m6A) modification plays an important role in the pathogenesis of various myeloid malignancies. However, its specific role in RAS mutation-induced myeloid malignancy is incompletely understood. In this study, we found that m6A methyltransferase methyltransferase-like 14 (METTL14) was highly expressed and associated with a shorter survival in a RAS-mutation myeloid malignancy, juvenile myelomonocytic leukemia (JMML). The knockout of METTL14 was revealed to significantly promote hematopoietic stem/progenitor cells (HSPCs) expansion and suppresses disease progression in a *Kras*^*G12D/+*^ mutation-induced mouse model of JMML. Moreover, knockout of METTL14 reduces hyperproliferation of *Kras*^*G12D/+*^ HSPCs and suppresses oncogenic *Kras*^*G12D/+*^-induced myeloid disease in a cell-autonomous manner. Mechanistically, we revealed that the knockout of METTL14 reduced the autophagy levels of HSPCs by suppressing the transcription and translation of autophagy-related genes, such as autophagy-related gene 5 (*Atg5*) and autophagy-related gene 9 (*Atg9a*), through m6A modification. Furthermore, we found that the autophagy inhibition through knockout of ATG5 in *Kras*^*G12D/+*^ mutant mice promoted the expansion of HSPCs and inhibited the progression of leukemia disease, consistent with the phenotypes of knockout of METTL14. Finally, we observed that combined treatment with a m6A inhibitor and a MEK inhibitor synergistically suppressed JMML growth. Collectively, these findings highlight the critical role of METTL14 in JMML tumorigenesis and suggest that m6A modification represents a promising therapeutic target for this disease.

## Introduction

JMML is a rare, aggressive clonal hematological malignancy of early childhood, characterized by the pathological proliferation of monocytes, which frequently infiltrate organs, including the spleen (SP), liver, and lungs [1]. In its 2022 classification, the World Health Organization (WHO) categorized JMML under myeloproliferative neoplasms (MPN) [2]. Although several clinical and genetic markers have been identified, they do not fully account for the substantial clinical and biological heterogeneity observed in JMML. The disease typically exhibits rapid progression, and no standardized targeted therapy exists. Allogeneic hematopoietic stem cell transplantation (HSCT) remains the only  potentially curative treatment; however, due to the advanced stage of the disease at diagnosis and a high prevalence of comorbid conditions, most patients are initially ineligible for transplantation. Even among those who undergo HSCT, the risks of graft rejection and disease recurrence remain significant, with a reported five-year overall survival (OS) of only 52% [3].

Next-generation sequencing analyses of large JMML cohorts have revealed that approximately 90% of cases harbor driver mutations in genes associated with the Ras signaling pathway. These mutations predominantly affect genes involved in epigenetic regulation, RNA splicing, intracellular signaling, and transcriptional control. The frequently mutated gene is PTPN11, followed by NRAS, KRAS, NF1, and CBL. These mutations result in constitutive hyperactivation of the Ras-GTP-GDP loop, which can induce JMML [4–8]. Accordingly, JMML is classified as a Ras pathway-related disease syndrome. The RAS/MAPK signaling network plays a prominent role in JMML pathogenesis; however, therapeutic strategies aimed at inhibiting components of this complex signaling cascade have exhibited limited efficacy [9]. This underscores the critical need for a deeper understanding of the molecular mechanisms underlying JMML to identify novel therapeutic targets.

Previous research has established that epigenetic modifications play an important role in the pathogenesis of JMML [8]. Epigenetics refers to the stable heritable changes in biological phenotype or gene expression without nucleotide sequence changes; it involves histone covalent modification, DNA methylation modification, RNA methylation modification, genomic imprinting, gene silencing, RNA editing, and non-coding RNA [10]. Notably, m6A modification, a key epigenetic regulatory mechanism, plays a pivotal role in the regulation of stem cell function and the development of various myeloid tumors [11–15]. Since its initial discovery in the 1970s, m6A modification is the most abundant internal modification in mammalian mRNA [16]. Modification of the m6A is catalyzed by the m6A methyltransferase (writer) complex, including methyltransferase-like 3 (METTL3) and METTL14, along with their cofactor Wilms’ tumor 1-associated protein (WTAP) [17]. Within the methyltransferase family, METTL14 plays a significant auxiliary role in helping METTL3 to recognize the RNA substrates [18]. Notably, multiple studies have reported that METTL14 is implicated in the differentiation of HSPCs and the progression of myeloid disease.

For instance, METTL14 inhibits the differentiation of the HSPCs and promotes leukemogenesis through the modification of m6A in mRNA. Additionally, METTL14 is required for the development and sustenance of acute myeloid leukemia (AML) and leukemic stem/initiating cells (LSCs/LICs) [14]. Furthermore, the m6A methyltransferase complex METTL3/METTL14 promotes leukemogenesis in AML through modulation of the mdm2/p53 pathway [19]. However, the specific role of METTL14 in facilitating JMML progression remains incompletely understood, underscoring the need to elucidate its underlying function.

In this study, we demonstrate that genetic ablation of m6A methyltransferase METTL14 significantly promotes expansion of the HSPCs, thereby suppressing disease progression in JMML. Further investigation revealed that the knockout of METTL14 reduces the hyperproliferation of *Kras*^*G12D/+*^ HSPCs and suppresses oncogenic *Kras*^*G12D/+*^-induced myeloid disease in a cell-autonomous manner. Mechanistically, METTL14 suppresses the expression of autophagy-related genes through m6A modification, thereby affecting autophagic activities in HSPCs. Finally, we revealed that combined treatment with m6A and MEK inhibitor exerts a synergistic effect in inhibiting JMML progression. Overall, our findings identify METTL14 as a potential therapeutic target in JMML.

## Results

### High expression of METTL14 was associated with adverse outcomes in JMML patients, while its knockout significantly inhibited disease progression

To investigate the role of m6A RNA methylation in JMML, public datasets were interrogated to explore the clinical relevance of METTL3, METTL14, and WTAP for its pathogenesis. Analysis of the dataset retrieved from the GSE71935 database revealed that METTL14 expression was significantly increased in 38 patients with JMML compared with that in 9 normal donors (Fig. 1A). However, the expression levels of both METTL3 and WTAP were not significantly altered (Fig. S1A and S1C). Consequently, we assessed the prognostic value of METTL3, METTL14, and WTAP in the pathogenesis of JMML in the mutated cases obtained from the GSE71935 dataset. Our analysis revealed that elevated METTL14 or METTL3 expression was significantly associated with inferior OS in JMML patients (*p *= 0.0249, Fig. 1B, and *p* = 0.0483, Fig. S1B, respectively). While WTAP also showed a consistent trend, it did not exhibit statistical difference (*p* = 0.0904, Fig. S1D).

**Fig. 1:**
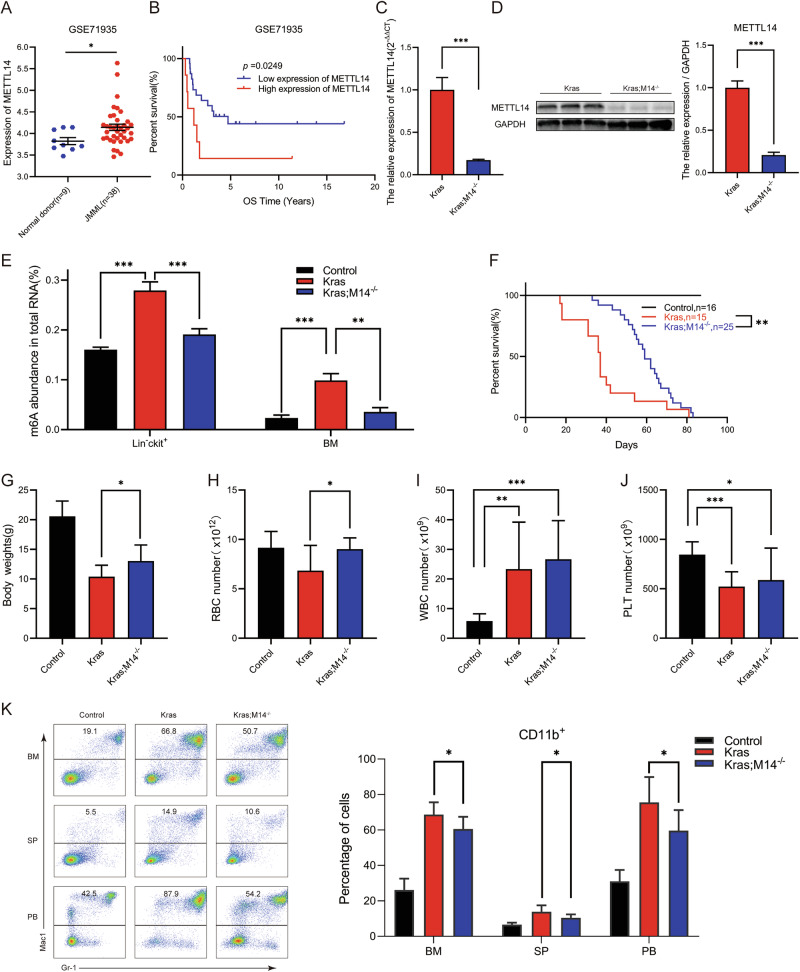
High expression of METTL14 was associated with adverse outcomes in JMML patients, while its knockout significantly inhibited disease progression. Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven for analysis of different hematopoietic tissues. **A** METTL14 expression in normal donors and JMML patients in GSE71935. **B** Kaplan-Meier plot. Survival curves for high (red) and low (blue) expression groups dichotomized at the optimal cutpoint are plotted and analysis of overall survival rate in the mutated cases of dataset GSE71935. **C**, **D** METTL14 mRNA expression and protein level in Kras, and Kras;M14^-/-^ mice. **E** Quantification of total RNA m6A levels in Lin^-^c-Kit^+^ cells and bone marrow cells. **F** Kaplan-Meier survival curves of different groups of mice were plotted after birth. P values were determined by the Log-rank test. **G** Quantification of body weight. **H–J** CBC analysis results. Numbers of RBC(red blood cell),WBC (white blood cell), PLT(blood platelet) are shown. **K** myeloid cell compartment in BM, SP and PB. The results are presented as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

To determine whether METTL14 plays a significant role in the pathogenesis of *Kras*^*G12D/+*^-mediated hematopoietic malignancies, we constructed *Mettl14*^*fl/fl*^;*Mx1-Cre; Kras*^*LSL G12D/+*^ and *Mx1-Cre; Kras*^*LSL G12D/+*^ mice models. Existing literature indicates that administration of polyinosine polycytoic acid (pI-pC) in these compound mice stimulates the production of endogenous interferons (IFN), which initiates IFN-α/β-induced Cre expression from the Mx1 promoter. This processes results in oncogenic Kras expression from its endogenous locus and/or somatic loss of METTL14 [20]. In our previous study, we showed that the expression of oncogenes occurred in 67% of *Kras* ^*LSL G12D/+*^ mice at six weeks old due to leaky expression of Mx1-Cre [21]. Consequently, we leveraged the leaky expression of Mx1-Cre, precluding the need for pI-pC injection in these mice. As anticipated, pI-pC-naive mice showed significant downregulation of METTL14 (Fig. 1C, D) in 6-week-old bone marrow (BM) cells. Throughout this manuscript, we refer to wild type, *Mettl14* ^*fl/fl*^; *Mx1-Cre*; *Kras*^*LSL G12D/+*^ and *Kras*^*LSL G12D/+*^; *Mx1-Cre* mice as Control, Kras;M14^-/-^, and Kras mice, respectively.

The total m6A levels of whole bone marrow cells and the m6A levels of Lineage-negative c-Kit-positive (Lin^-^c-Kit^+^) cells were measured by sorting through magnetic beads in the JMML rodent model. The results revealed that Kras mice had significantly higher m6A levels compared with the control group in both bone marrow and Lin^-^c-Kit^+^ cells, while this increase was downregulated in the Kras;M14^-/-^ mice (Fig. 1E). Notably, the progression of leukemic disease was significantly inhibited through knockout of METTL14, thereby extending the lifespan of Kras mice (Fig. 1F). To evaluate the various hematopoietic phenotypes, the mice were euthanized on the first day of week seven after model establishment. Compared with Kras mice, Kras;M14^-/-^ mice exhibited an increase in body weight (Fig. 1G), SP mass (Fig. S1E) and index (Fig. S1F), with no significant change in liver mass (Fig. S1G). Consistent with the previous reports [22, 23], the *Kras*^*G12D/+*^ mice developed an acute MPN that closely resembled human JMML. Notably, the development of MPN was characterized by splenomegaly (Fig. S1E-1F), elevated peripheral white blood cell count, and developmental defects of both the red blood cells and megakaryocytes (Fig. 1H–J). While the knockout of METTL4 improved SP mass (Fig. S1E–1F), and anemia (Fig. 1H), there were no significant changes concerning white blood cells and platelets (Fig. 1I, J). Notably, following METTL14 knockout, the percentages of myeloid cells (CD11b^+^) were decreased in BM, SP and peripheral blood (PB), indicating suppression of *Kras*^*G12D/+*^-mediated hematopoietic malignancy (Fig. 1K).

### Knockout of METTL14 rescues *Kras*^*G12D/+*^-mediated HSPCs depletion and reduces hyperproliferation of *Kras*^*G12D/+*^ HSPCs

To investigate the underlying mechanism by which METTL14 deletion suppresses myeloid disease in oncogenic Kras mice, we first examined the changes in hematopoietic stem cells (HSCs). Notably, mutant HSCs can serve as the initiating cells for JMML and chronic myelomonocytic leukemia (CMML) in mice [22, 24]. Throughout the manuscript, HSCs are defined as Lin^−^ c-Kit^+^ Sca-1^+^ CD48^−^ CD150^+^ cells (Fig. 2A). Our analysis revealed a significant increase in the frequency and quantity of Lin^−^ c-Kit^+^ cells in BM and SP of Kras;M14^-/-^ mice compared with Control and Kras mice (Fig. 2C). Additionally, we observed a notable increase in both the frequency and absolute number of Kras;M14^-/-^ HSCs in BM compared with Kras HSCs, extending to the entire body (combined BM and SP) (Fig. 2D). Consistent with existing literature [23, 24], Kras mice displayed a reduced HSCs population compared with Control mice, indicating Kras-induced oncogenic HSC depletion. However, the HSC compartment in Kras;M14^-/-^ mice was comparable to controls, suggesting that METTL14 knockout rescued the depletion of HSCs caused by Kras mutation. The total number of multipotent progenitors (MPPs, defined as Lin^−^ c-Kit^+^ Sca-1^+^ CD48^−^ CD150^−^ cells; Fig. 2A) in Kras;M14^-/-^ mice was concomitantly increased compared with that in Kras mice (Fig. 2E). Additionally, the frequency and number of the myeloid progenitors (MPs) in BM and SP were increased in Kras;M14^-/-^ mice compared with that in the Control and Kras mice (Fig. 2F). The common lymphoid progenitors (CLPs), which are defined as Lin^−^ Sca-1^low^ c-Kit^low^ CD127^+^ cells throughout the manuscript (Fig. 2B), exhibited a similar trend, specifically, the frequency and number of CLPs was increased in BM and SP in Kras;M14^-/-^ mice compared with that in the Kras mice (Fig. 2G).

**Fig. 2:**
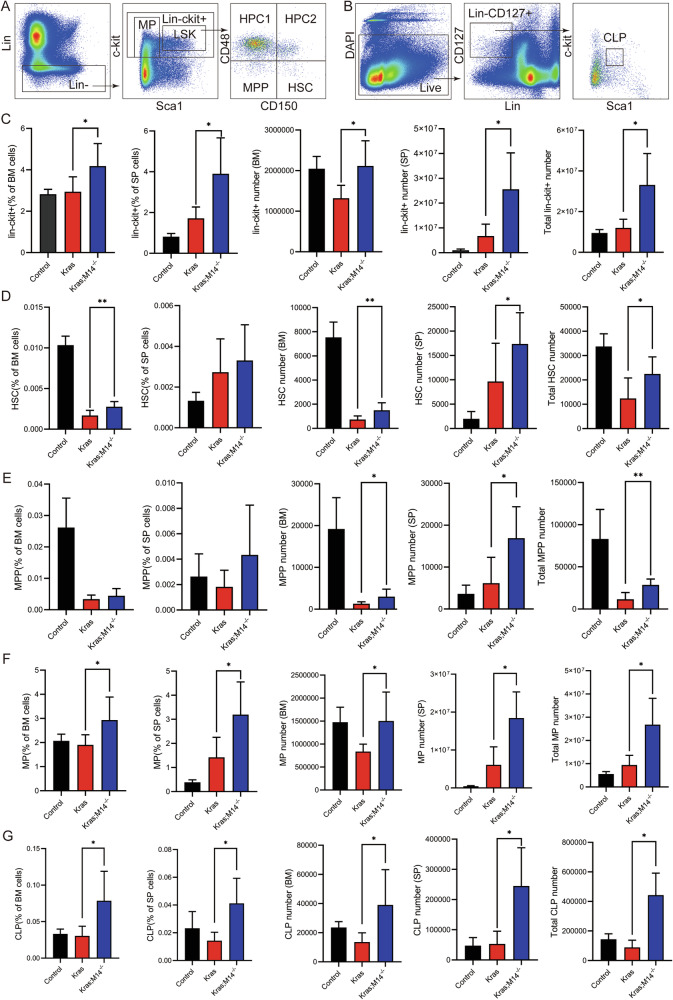
Knockout of METTL14 rescues *Kras*^*G12D/+*^-mediated HSPCs depletion. Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven for analysis of Lin^-^c-Kit^+^ **C**, HSCs **D**, MPPs **E**, MPs **F** and CLPs in hind limb BM (H.L.) and SP. **A** Representative example of staining and gating for HSCs, MPPs, Lin^-^c-Kit^+^cells, LSKs and MPs. **B** Representative example of staining and gating for CLPs. **C–G** The absolute Lin^-^c-Kit^+^cells, HSCs, MPPs, MPs and CLPs numbers in BM (H.L.) and SP were calculated based on BM or SP cell numbers and frequencies. Because BM (H.L.) represents 25% of whole body bone marrow, the total number of stem/progenitor cells per animal was calculated as the sum of stem/progenitor cell number in SP and four fold of stem/progenitor cell number in BM (H.L.). The results are presented as means ± SD. *P < 0.05, **P < 0.01 and ***P < 0.001.

Further analysis focused on the quantification of the MPs in all groups (Fig. S2A–2D). Throughout this manuscript, common myeloid progenitors (CMPs) are defined as Lin^−^ Sca-1^−^ c-Kit^+^ CD34^+^ CD16/32^low^ cells; granulocyte-macrophage progenitors (GMPs) are defined as Lin^−^Sca-1^−^c-Kit^+^ CD34^+^ CD16/32^+^ cells; and megakaryocyte-erythroid progenitors (MEPs) are defined as Lin^−^ Sca-1^−^ c-Kit^+^ CD34^−^ CD16/32^−^ cells (Fig. S2A). In Kras;M14^-/-^ mice, the number of MPs, including CMPs, GMPs was significantly increased in BM and SP compared with that in Kras mice (Fig. S2B and S2C); in contrast, the number of MEPs showed no significant difference compared with the Control mice (Fig. S2D). Collectively, our findings indicate that knockout of METTL14 suppressed myeloid diseases in Kras mice by rescuing *Kras*^*G12D/+*^-mediated HSC depletion.

Cell cycle analysis revealed that, compared with the Control group, Kras Lin^−^c-Kit^+^ cells and HSCs exhibited significant hyperproliferation. However, this hyperproliferative phenotype was significantly reduced in the Kras;M14^-/-^ Lin^−^c-Kit^+^ cells and HSCs (Fig. 3A, B). These observations were consistent with our previous report [21]. Moreover, consistent with our cell cycle analysis, Kras;M14^-/-^ mice BM cells formed significantly less colonies compared with that of the Kras mice BM cells in the presence of 0.2 ng/ml of GM-CSF (Fig. 3C). In addition, we analyzed the HSPCs in 8-week-old mice with Kras and Kras;M14^-/-^ genotypes. Our findings revealed that the alterations in each cell subset mirrored those observed in 6-week-old mice (Fig. S3A–S3M). Notably, the changes in CD11b^+^ cell populations in BM, SP and PB were also in line with these observations (Fig. S3N). Additionally, cell cycle analysis further corroborated the experimental results from 6-week-old mice (Fig. S3O and S3P). These findings indicate the stability of phenotypic changes across different cell types at distinct time points. Collectively, our findings suggest that knockout of METTL14 reduces hyperproliferation of Kras HSPCs.

**Fig. 3:**
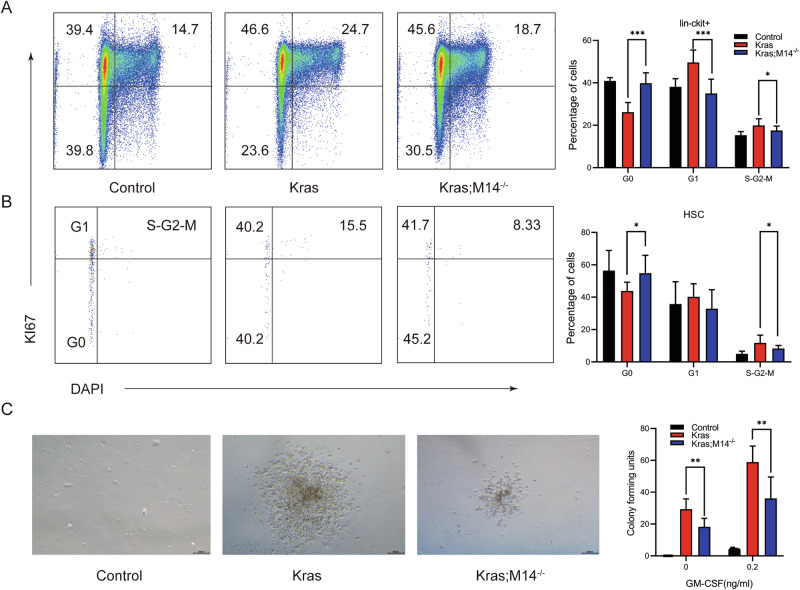
Loss of METTL14 reduces hyperproliferation of *Kras*^*G12D/ +*^ HSPCs. Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven for Cell cycle analysis of Lin^-^c-Kit^+^ and HSCs in BM. 5 × 10^4^ BM cells from different groups of mice were plated in methylcellulose-based medium M3234 with or without GM-CSF. **A, B** Representative example of staining and gating for G0, G1 and S/G2/M phase. Cell cycle analysis of bone marrow Lin^-^c-Kit^+^ cells **A** and HSCs **B** using Ki67 and DAPI. **C** Quantification of colonies cultured for 7 days in methylcellulose-based medium M3234. The results are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

### Knockout of METTL14 suppresses oncogenic *Kras*^*G12D/+*^-induced myeloid disease in a cell-autonomous manner

An equivalent number of Control, *Kras*^*G12D/+*^; *Mx1-Cre*, or *Kras*^*G12D/+*^; *Mettl14* ^*fl/fl*^; *Mx1-Cre* bone marrow cells (CD45.2^+^) along with congeneic competitor cells (CD45.1^+^) were transplanted into lethally irradiated mice to determine whether METTL14 deficiency plays a cell-autonomous role in inhibiting leukemogenesis in the Kras model. Four weeks after transplantation, recipient mice were injected with pI-pC to induce expression of oncogenic *Kras* ^*G12D/+*^ and deletion of METTL14. The results revealed that Kras;M14^-/-^ cell recipients had extended lifespan compared with the Kras cell recipients (Fig. 4A). In addition, we found that approximately 20% of the recipient mice transplanted with Kras cells developed a donor-derived MPN, whereas none of recipients transplanted with Kras;M14^-/-^ cells developed MPN (Fig. 4B). Donor derived MPN was defined as previously described [25]: donor-derived CD45.2^+^ cells constitute >50% in the peripheral blood of recipients and >20% of donor-derived cells were Gr1^−^Mac1^+^ monocytes.

**Fig. 4:**
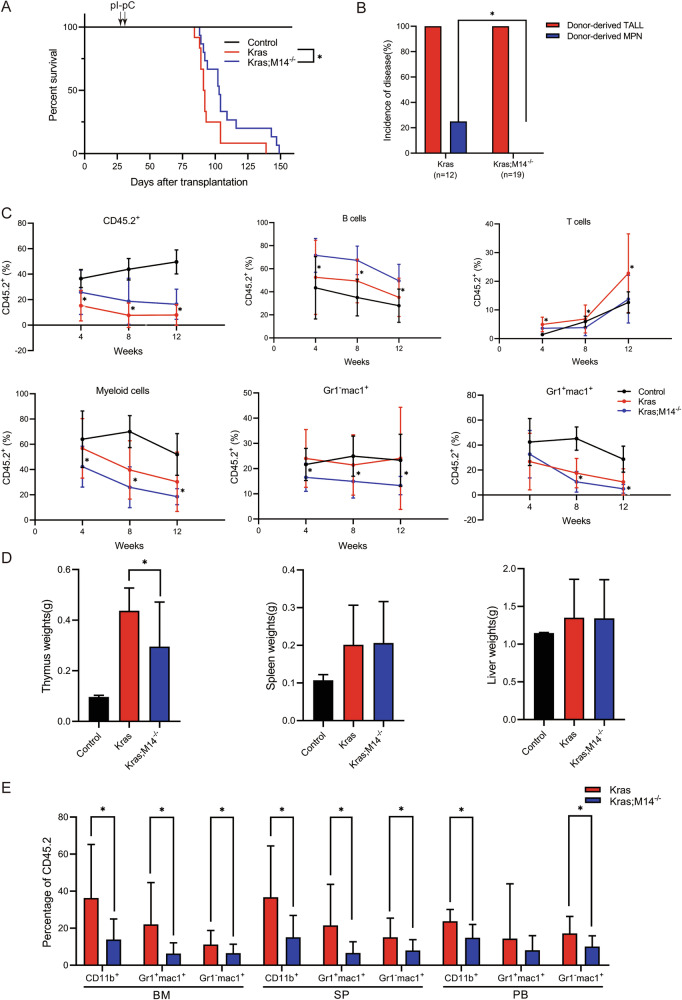
Knockout of METTL14 suppresses oncogenic *Kras*^*G12D/+*^-induced myeloid disease in a cell-autonomous manner. Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven for transplantation experiments. Lethally irradiated mice were transplanted with 2.5×10^5^ BM cells from different groups of mice along with same number of competitor cells. Four weeks after transplantation, Mx1-Cre expression was induced by pI-pC injections. **A** Kaplan-Meier survival curves of different groups of recipient mice were plotted against days after transplantation. *P* values were determined by the Log-rank test. **B** Disease distribution patterns in recipient mice transplanted with Kras or Kras;M14^-/-^ cells. We define the mice with a myeloid disease when donor-derived monocytes consist >20% of white blood cells in peripheral blood. Chi-square analysis was performed. **C** Total donor-derived cells and donor-derived T cells, B cells, myeloid cells, neutrophils and monocytes(CD45.2^+^) in different groups of recipients were evaluated regularly after transplantation. Of note, 4-week data were collected right before pI-pC injections. **D** Quantitative analysis of Thymus weight, spleen weight and Liver weight. **E** Quantitative analysis of donor-derived myeloid cells, monocytes and neutrophils in BM, SP and PB from moribund recipient mice. The results are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

The proportion of total donor-derived cells and donor-derived B cells in PB of Kras;M14^-/-^ recipients was significantly increased (Fig. 4C). In contrast, the proportion of donor-derived T cells and Mac1^+^ myeloid cells (including Gr1^−^Mac1^+^ monocytes and Gr1^+^Mac1^+^ neutrophils) in PB of Kras;M14^-/-^ recipient mice was significantly reduced (Fig. 4C), potentially resulting in the extended OS time of the Kras;M14^-/-^ recipient mice. All the recipients of Kras;M14^-/-^ cells and Kras cells developed T-ALL (Fig. 4B). We captured the moribund recipients for analysis, with the results indicating that the thymus mass of Kras;M14^-/-^ cell-derived recipients was significantly reduced compared with that of the Kras cell recipients, whereas the SP weights and liver weights were comparable to those of Kras cell recipients (Fig. 4D). Compared with the T-ALL that developed in recipients of Kras;M14^-/-^ cells, Kras derived tumors contained a significant percentage of CD4^−^CD8^−^ T-cells, including DN1 (CD44^+^CD25^-^) and DN2 (CD44^+^CD25^+^) T-cells (Fig. S4A), indicating the development of a significantly immature phenotype. In addition, donor-derived myeloid cells, monocytes, and neutrophils from moribund recipient mice were significantly reduced in BM, SP and PB in recipients of Kras;M14^-/-^ cells compared with recipients of Kras cells (Fig. 4E). Collectively, our findings demonstrate that knockout of METTL14 inhibits both T-ALL and MPN development in Kras mice in a cell-autonomous manner.

### Knockout of METTL14 restraints autophagy by targeting *Atg5* and *Atg9a* via m6A modification in Kras HSPCs

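Lin-c-Kit+ bone marrow cells of Kras;M14-/- mice, the fraction that holds HSPCs, were sequenced in 3 libraries, replicates 1 to 3. Mettl14, the gene deleted in this model, lies on chromosome 3 of GRCm38 from 123368297 to 123386108 (GENCODE M21). It was measured at 28.4, 32.8 and 31.0 CPM (counts scaled to a common library total) in replicates 1, 2 and 3, or 30.8 ± 2.22 (SD, n = 3 libraries), from 555, 658 and 597 counts. The table gives a total per gene, so these counts do not show whether the reads lay inside or outside the floxed part of the gene, and the level in Kras mice is not analysed here. Mettl3, the catalytic partner of METTL14 in the m6A writer complex, was at 29.7 ± 4.00 CPM (SD, n = 3). All 9 writer genes examined were detected, meaning at least 1 CPM in every library. Wtap at 86.0 ± 4.10 CPM, Virma at 80.1 ± 4.84 CPM and Rbm15b at 64.9 ± 2.36 CPM were the highest of them, and Cbll1 was the lowest at 23.0 ± 0.818 CPM (SD, n = 3). The erasers Alkbh5 and Fto were at 99.6 ± 11.4 and 56.3 ± 5.38 CPM (SD, n = 3). Among 10 m6A reader genes, 9 were detected, from Hnrnpa2b1 at 1069 ± 13.3 CPM, Hnrnpc at 411 ± 29.8 CPM and Ythdf1 at 118 ± 11.7 CPM down to Igf2bp2 at 3.41 ± 0.605 CPM (SD, n = 3). Igf2bp1 had a single count in 1 of the 3 libraries.

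The genes of granulocyte and monocyte progenitors were abundant. All 10 members of that list were detected, with Mpo (myeloperoxidase) at 17836 ± 272 CPM, Elane (neutrophil elastase) at 6162 ± 287 CPM and Prtn3 (proteinase 3) at 4567 ± 442 CPM, and the lowest, Cebpa, was at 149 ± 2.84 CPM (SD, n = 3). Of 15 genes of stem and multipotent cells, 12 were detected, with Kit at 179 ± 30.2 CPM, Cd34 at 137 ± 52.5 CPM, Flt3 at 50.4 ± 15.5 CPM and, lowest, Mpl at 1.79 ± 0.352 CPM (SD, n = 3). The other members, Mecom, Procr and Slamf1, were below 1 CPM in at least 1 library. All 12 genes of the mature myeloid list were detected too, led by Ngp at 11760 ± 2328 CPM, S100a9 at 7852 ± 1671 CPM and S100a8 at 4478 ± 879 CPM, and ending with Ly6g at 10.4 ± 6.77 CPM (SD, n = 3). In bulk libraries such lists describe transcripts present and not shares of cells. They cannot tell mature cells from progenitors that express the same genes. The erythroid and megakaryocyte list had 9 of 13 members detected, with Car2 at 115 ± 63.8 CPM, Car1 at 72.9 ± 44.1 CPM, Itga2b at 23.7 ± 3.15 CPM and, lowest, Hbb-bs at 2.04 ± 0.935 CPM (SD, n = 3). Among the 8 B cell genes in the table, Cd79b at 23.9 ± 4.04 CPM was detected, and among the 8 T and NK cell genes, Nkg7 at 420 ± 26.9 CPM and Lck at 3.18 ± 0.225 CPM (SD, n = 3). The other T and NK cell genes were below 1 CPM in at least 1 library. Among them, Cd3e had 0 counts in every library, and Cd3d had 3, 8 and 2 counts in replicates 1, 2 and 3. The mast cell and basophil list had 6 of 7 members detected, with Hdc at 205 ± 17.3 CPM, Prss34 at 79.0 ± 35.2 CPM, Mcpt8 at 53.0 ± 13.7 CPM and, lowest, Gzmb at 1.60 ± 0.405 CPM (SD, n = 3). The stromal and endothelial list had 3 of 7, with Col1a1 at 13.6 ± 7.32 CPM, Col1a2 at 10.8 ± 6.86 CPM and Cxcl12 at 4.26 ± 2.86 CPM (SD, n = 3).

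According to the legend of Fig. 5, the mice were sacrificed on day 1 of week 7 and the cells were separated by magnetic beads. The supplementary methods describe RNA extraction with TRIzol and further steps by 2 companies, while the sample labels name a column-based RNeasy kit, 1.3 µg of total RNA and a SMARTer mRNA library kit, and both are given here because they differ. The Statistics section of the paper gives biological replicates for each experiment in general, and the labels number the libraries without tying each to a mouse. The authors deposited raw counts for 17597 genes, of which 2138 had no count in any library. The aligner, the counting program and the genome build are not given in the sources used here. The totals were 19070458, 20158120 and 19595376 counts. From there, the counts were scaled by TMM in edgeR to CPM, and the median of each gene list was set against 10000 random lists of the same size, drawn from the genes with a count in all 3 libraries. The medians of the granulocyte and monocyte progenitor list (636 CPM) and of the mature myeloid list (2860 CPM) both lay at percentile 100 (two-sided permutation, adjusted p = 0.00104 over 26 lists, with the smallest unadjusted p the random lists allow being 0.0002). Members without a count in all 3 libraries were left out of a list here, as they were of the random lists. The median of the B cell list (0.435 CPM over 6 genes, 0.247 CPM over all 8 in the table) lay at percentile 0.27 (adjusted p = 0.0243 by the same permutation, a call that ended at percentile 1.08 with CPM divided by exon length), and those of the stem and multipotent and the erythroid and megakaryocyte lists lay at percentiles 5.55 and 5.43 (adjusted p = 0.223 for both, same permutation). The T and NK cell list (5 genes, with a median of 0.178 CPM over all 8 in the table), the mast cell and basophil list and the stromal and endothelial list lay at percentiles 4.55, 60.5 and 0.94 (adjusted p = 0.216, 0.823 and 0.0617, same permutation). Without replicate 2, the median of the T and NK cell genes that entered the test was 0.684 CPM, at percentile 0.94. Leaving out that library also changed the members. Cd3g, with 3, 0 and 5 counts in replicates 1, 2 and 3, entered the list only then. The move from percentile 4.55 therefore cannot be read as lower levels of these genes. The writers and readers lay at percentiles 70.8 and 98.1 (adjusted p = 0.724 and 0.0988, same permutation). According to the series description, the authors analysed this group together with earlier sequencing of Kras and wild-type mice, and those libraries are not analysed here. No difference between genotypes was therefore computed.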

To determine the mechanism of HSPCs expansion and inhibition of leukemic disease mechanisms in Kras;M14^-/-^ mice, we conducted RNA sequencing (RNA-Seq) analysis of HSPCs (Lin^-^c-Kit^+^ cells) sorted via magnetic beads in each group of mice to identify the METTL14 targets. The RNA sequencing results revealed that 859 genes were differentially expressed after METTL14 knockout, with 736 downregulated while 123 upregulated (Fig. 5A, B). 

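The 3 Kras;M14-/- libraries held closely similar transcript levels, while several gene groups differed, among them erythroid genes. Of a list of 23 genes taken from the paper, among them those with qRT-PCR primers, all had a highest CPM less than 1.5 times the lowest. Of these, 11 varied by more than sampling noise, where 54.3% of all genes tested did. The erythroid and megakaryocyte genes were lower in replicate 3. Gata1 and Klf1, transcription factors of the red cell lineage, were at 18.1 and 12.3 CPM in replicate 1, 16.7 and 14.0 CPM in replicate 2, and 3.32 and 2.44 CPM in replicate 3. Epor, the erythropoietin receptor, was at 9.01, 12.3 and 2.55 CPM in the same order, and Car1, a carbonic anhydrase of red cells, at 95.7, 101 and 22.1 CPM. Of the 12 genes of this list with a mean of at least 1 CPM, 11 were lower in replicate 3 than in replicate 1, and the median log2 ratio was -1.30. The mature myeloid genes had a median log2 ratio of 0.57 between replicates 2 and 1, with 9 of 12 higher in replicate 2, among them Ltf (lactoferrin) at 5400 against 2843 CPM. Genes of stem and multipotent cells had a median log2 ratio of -0.36 between replicates 3 and 2, with 10 of 12 lower in replicate 3, and Kit itself was at 204, 188 and 145 CPM. Genes of granulocyte and monocyte progenitors had a median log2 ratio of 0.02 between replicates 3 and 1, with 6 of 10 higher and 4 lower. Among them Csf1r, the M-CSF receptor, was at 226, 149 and 144 CPM in replicates 1, 2 and 3, and Ctsg (cathepsin G) at 1735, 2017 and 2298 CPM. Of the stromal and endothelial list, 3 genes had a mean of at least 1 CPM, all lower in replicate 3, with a median log2 ratio of -1.71 to replicate 1. Among 10000 random lists matched on mean expression, these medians lay at percentile 0 for the erythroid, 100 for the mature myeloid, 0 for the stem cell, 11.0 for the progenitor and 0.02 for the stromal list. Between replicates 3 and 1, the pair given for the erythroid list, the medians of the mature myeloid and stem cell lists were 0.33 and -0.20, at percentiles 99.99 and 5.81. In all, 90 such medians were computed over lists and pairs of libraries. These percentiles describe single libraries and are not a test across mice.

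The 10 genes with the highest mean CPM were the myeloid genes Mpo, Ngp, S100a9, Elane, Prtn3, S100a8 and Ltf, and Eef1a1 at 10957 ± 876 CPM, Rplp0 at 4066 ± 207 CPM and Rpsa at 3785 ± 198 CPM (SD, n = 3). The 10 genes that varied most between libraries were led by Mid1 at 0.922, 2.74 and 26.6 CPM, LOC118568080 at 25.6, 22.3 and 1.35 CPM, and Lipg, an endothelial lipase, at 2.20, 13.6 and 46.0 CPM in replicates 1, 2 and 3. Slc15a2 had 0 counts in replicate 1, 140 in replicate 2 and 149 in replicate 3. Stfa2l1, Stfa2 and Cstdc5, of the stefin family, were lowest in replicate 1 and highest in replicate 3, at 1.08 and 22.8 CPM, 0.358 and 11.1 CPM, and 6.04 and 56.7 CPM. The sequences of these stefin genes were not compared, and how any reads shared between them were counted is not given in the sources used here. Ahsp, the alpha hemoglobin stabilizing protein, was at 9.11, 10.7 and 0.727 CPM, LOC118567481 at 47.0, 46.9 and 7.07 CPM, and Prss50 at 4.45, 8.03 and 0.416 CPM.

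Across 10955 genes with at least 1 CPM in every library, Pearson's r of log2(CPM + 1) was 0.993 between replicates 1 and 2, 0.986 between 1 and 3, and 0.990 between 2 and 3, and Spearman's rho was 0.994, 0.987 and 0.991. These correlations are across genes, which are not independent replicates. The share of these genes within 1.5-fold was 97.4%, 93.1% and 95.9% for the same pairs. The biological coefficient of variation, from the common dispersion in edgeR, was 12.8%, and 6.90% as the median of gene-wise DESeq2 dispersions. In a chi-square test of each gene's counts against Poisson noise, 6475 of 11925 genes varied between the libraries (Benjamini-Hochberg adjusted p under 0.05), 754 of them by more than 2-fold, and 491 of these had their lowest value in replicate 3. Without replicate 3 the test called 3377 genes. The test compares 3 libraries at this depth, and principal components of 3 libraries of 1 group were not computed.

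**Figure D1:**
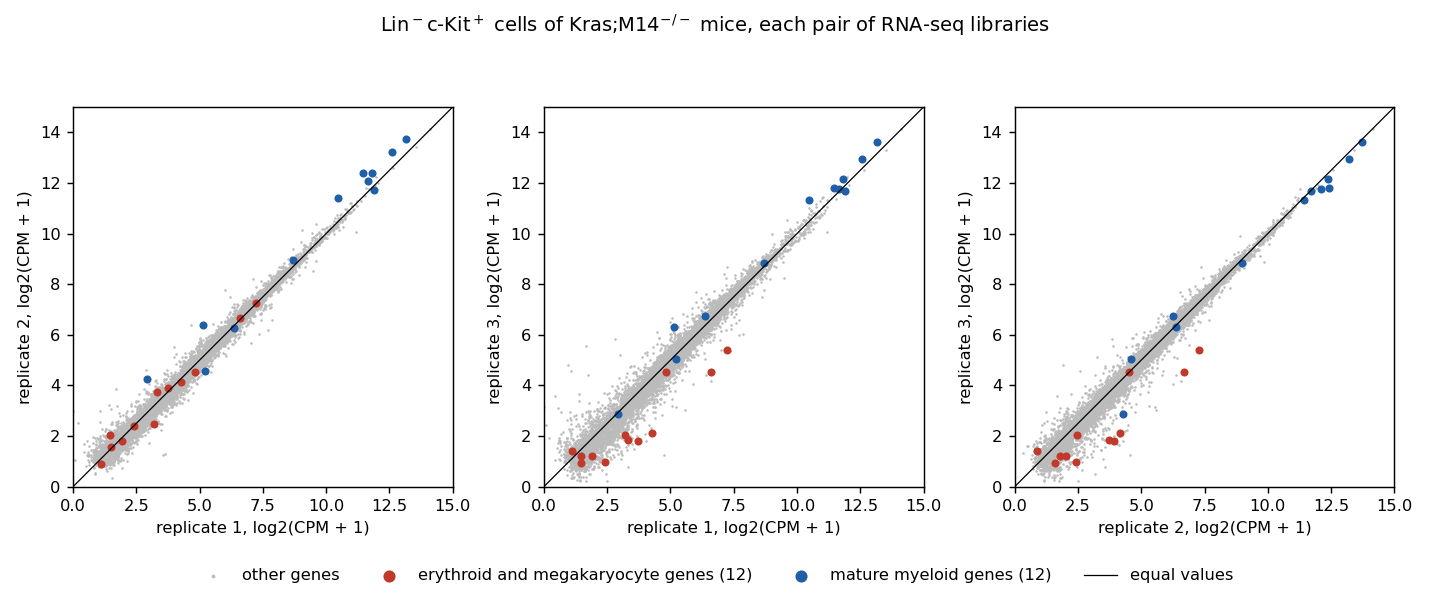
Each panel plots log2(CPM + 1) of all genes with a mean of at least 1 CPM in 1 of the 3 Kras;M14-/- libraries against another, with the line of equal values. The 12 erythroid and megakaryocyte genes (red) lie on both sides of the line between replicates 1 and 2, with a median log2 ratio of 0.02, and mostly below it in replicate 3, with a median log2 ratio of -1.30 to replicate 1. The 12 mature myeloid genes (blue) are mostly above the line between replicates 1 and 2, with a median log2 ratio of 0.57.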

Principal component analysis (PCA) showed that the samples in each group exhibited good repeatability (Fig. 5C). 

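All 57 autophagy genes examined were detected in the Lin-c-Kit+ cells of Kras;M14-/- mice, at a median of 45.8 CPM. Atg5, which the ATG12 conjugate needs to lipidate LC3, was at 49.3, 51.7 and 53.0 CPM in replicates 1, 2 and 3, or 51.3 ± 1.90 (SD, n = 3). Atg9a, the transmembrane protein of the vesicles that seed autophagosomes, was at 82.2, 93.2 and 112 CPM, or 95.8 ± 15.0 (SD, n = 3). Atg5 lies on chromosome 10 of GRCm38 from 44268358 to 44364291, and Atg9a on chromosome 1 from 75180860 to 75192196 (GENCODE M21). Atg9a varied between the libraries by more than sampling noise (chi-square test against Poisson noise, Benjamini-Hochberg adjusted p = 2.17e-19), and Atg5 did not pass that test (adjusted p = 0.333).

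In the initiation complex, all 5 members were detected, with Atg101 at 62.6 ± 5.44 CPM, Atg13 at 44.6 ± 1.12 CPM and the kinase Ulk1 at 36.6 ± 1.97 CPM, and the lowest was Ulk2 at 26.4 ± 1.12 CPM (SD, n = 3). The 8 genes around the class III PI3K complex ranged from Becn1 at 144 ± 6.64 CPM to Nrbf2 at 19.7 ± 0.455 CPM (SD, n = 3), with Uvrag at 72.7 ± 3.83 CPM. Pik3c3, the kinase of this complex, was at 147 and 136 CPM in replicates 1 and 2 and at 72.7 CPM in replicate 3. Among 8 genes of ATG9 vesicles and membrane supply, Wdr45b was at 94.4 ± 6.59 CPM, Atg2a at 73.0 ± 13.9 CPM and, lowest, Atg9b at 9.54 ± 3.74 CPM (SD, n = 3). The 16 conjugation genes included Gabarap at 232 ± 18.1 CPM, Map1lc3b, which encodes LC3B, at 108 ± 7.30 CPM, Atg12 at 96.9 ± 15.7 CPM, Atg3 at 75.5 ± 7.53 CPM, Atg4b at 58.3 ± 2.15 CPM, Map1lc3a at 12.0 ± 0.913 CPM, Atg4c at 8.67 ± 0.298 CPM and, lowest, Atg10 at 8.19 ± 1.47 CPM (SD, n = 3). Of the 9 cargo receptors, Tax1bp1 at 299 ± 12.2 CPM, Sqstm1, which encodes p62, at 183 ± 13.4 CPM and Bnip3l at 167 ± 5.08 CPM were the highest, and Calcoco1 at 13.4 ± 3.65 CPM the lowest (SD, n = 3). The 6 genes of fusion and the lysosome were led by Lamp1 at 616 ± 27.3 CPM, Lamp2 at 335 ± 40.2 CPM and Rab7 at 327.0 ± 29.6 CPM, with Snap29 lowest at 29.1 ± 2.26 CPM (SD, n = 3). Of the 5 transcription factors of autophagy genes, Foxo3 was at 45.8 ± 1.78 CPM, Tfe3 at 42.4 ± 2.22 CPM, Tfeb at 33.5 ± 3.05 CPM and Foxo1 at 4.90 ± 1.04 CPM (SD, n = 3).

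For 51 of the 57 the highest CPM was less than 1.5 times the lowest, and the exceptions were Atg9b, Pik3c3, Calcoco1, Optn, Wipi1 and Foxo1. In the test against sampling noise 33 of the 57 passed, where 54.3% of all genes tested did, so the count does not set autophagy genes apart. The ATG9 and membrane genes had a median log2 ratio of 0.25 between replicates 3 and 1, with 6 of 8 higher in replicate 3, at percentile 99.3 of lists matched on expression, and lay at percentile 79.2 for replicates 2 and 1 and 94.3 for replicates 3 and 2. The conjugation genes had a median of 0.09 between replicates 2 and 1, with 10 of 16 higher in replicate 2, at percentile 97.1, and lay at percentile 89.7 for replicates 3 and 1 and 33.0 for replicates 3 and 2. The median of the 57 lay at percentile 98.7 of random lists of genes with a count in every library (two-sided permutation, adjusted p = 0.0751 over 26 lists), and at percentile 81.8 of lists drawn from genes of at least 1 CPM. By step, the medians lay at percentile 66.8 for initiation, 72.7 for the PI3K complex, 86.1 for ATG9 and membrane supply, 92.2 for conjugation, 91.3 for receptors, 100 for fusion and the lysosome and 62.5 for the transcription factors, and of these only fusion and the lysosome had an adjusted p under 0.05 (0.00104, same permutation). According to the legend of Fig. 5D, the GSEA of the paper was made on genes differentially expressed between Kras and Kras;M14-/- mice. With the Kras libraries not analysed here, these values give the level in the knockout arm and no difference, enrichment or direction.

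**Figure D2:**
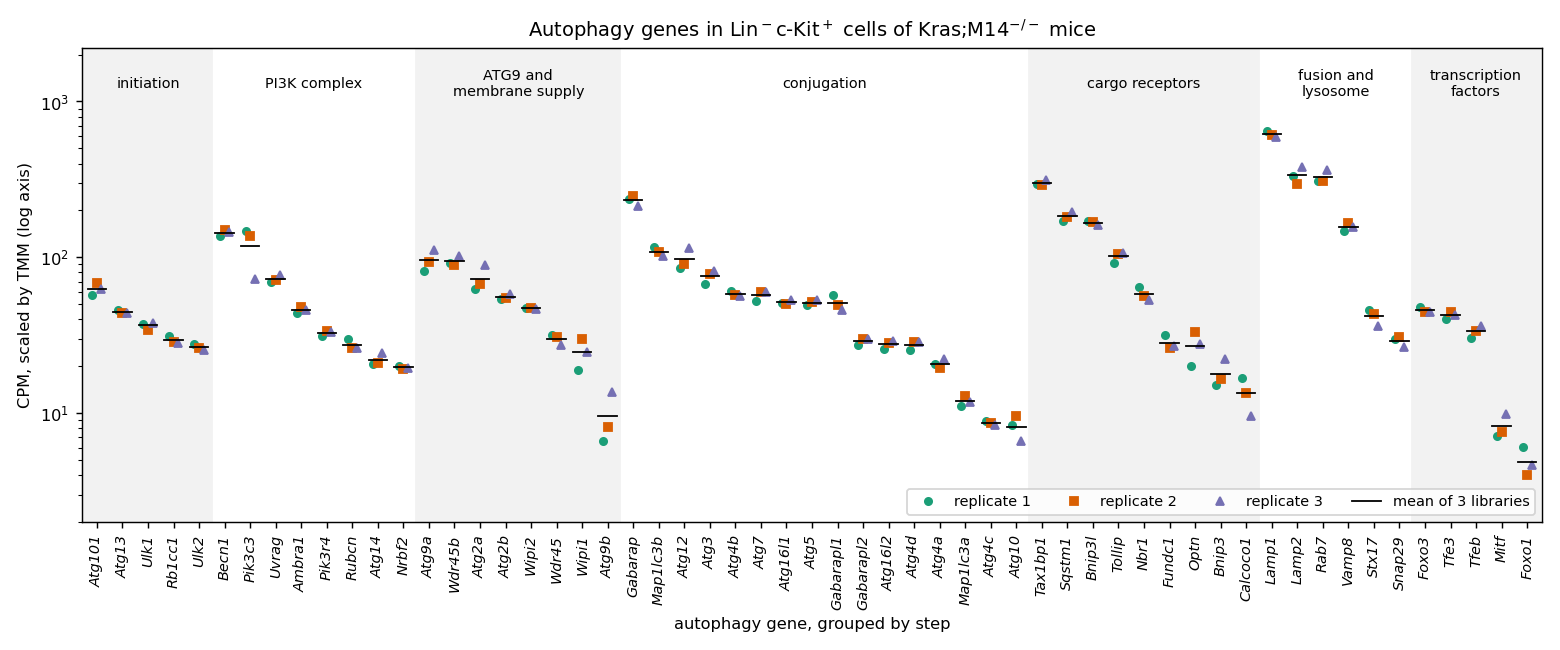
CPM of the 57 autophagy genes (TMM-scaled, log axis) in the 3 Kras;M14-/- libraries, grouped by step of autophagy and ordered by level. Symbols are single libraries and the bars their means, from Lamp1 at 616 CPM to Foxo1 at 4.90 CPM. Pik3c3 in replicate 3, at 72.7 CPM, lies apart from replicates 1 and 2.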

Notably, GSEA analysis revealed significant enrichment of the autophagy-related pathway (Fig. 5D). Macroautophagy, also known as as autophagy, is a cellular recycling mechanism whereby autophagosomes wrap around intracellular substances and fuse with lysosomes to degrade the phagocytic cellular components [26]. We hypothesized that dysregulated autophagy potentially results in HSPCs expansion and subsequent inhibition of leukemic disease processes in Kras;M14^-/-^ mice. Consequently, we conducted qRT-PCR with the results revealing that most autophagy-related genes such as *Atg5*, *Atg9a*, *Atg4b*, *Atg4c* and *Atg13* were significantly downregulated in Kras;M14^-/-^ mice HSPCs (Fig. 5E). Autophagy is significantly implicated in the maintenance of quiescence and stemness in HSC [27, 28]. Previous research has demonstrated that m6A modification plays a crucial role in regulating autophagy [29, 30]. To further explore how METTL14 knockout inhibits the leukemic disease process, we conducted methylated RNA immunoprecipitation sequencing (MeRIP-seq) analysis of HSPCs sorted through magnetic beads in each group of mice to identify the METTL14 targets. The analysis revealed that m6A peaks were distributed in the 3’-untranslated (3’-UTR) and the coding region (CDS). Compared with the Kras group, the CDS m6A level was significantly decreased after METTL14 knockout, with levels nearly comparable to those of the Control group (Fig. 5F). As shown in Fig. 5G, the consensus motif GGAC was abundant within m6A sites in both the Kras and Kras;M14^-/-^ mice HSPCs. Similarly, KEGG analysis of micro M6A-Seq revealed enrichment of autophagy-related pathways (Fig. 5H), consistent with previous findings from RNA-seq analysis. Additionally, MeRIP-qPCR analysis indicated that knockout of METTL14 significantly decreased the m6A modification levels of *Atg9a* and *Atg5* mRNA (Fig. 6A–D), consistent with m6A-seq results. Western blotting was performed with the result revealing a reduction in the rate of autophagic activities in whole bone marrow cells (Fig. 6E–G) after knockout of METTL14; notably, this method was conducted by detecting the autophagosomal marker microtubule-associated protein 1 A/1B light chain 3B (LC3) protein [31] and the cargo protein marker p62 [also referred to as sequestosome 1 (SQSTM1)] [32]. Importantly, these observations were consistent with the m6A-seq analysis. To further examine the levels of autophagy in HSPCs, autophagy levels were quantified using intracellular flow cytometry by detecting the autophagomal marker LC3 protein, along with the cell surface panel for HSPCs. We found that inhibition of autophagy with chloroquine phosphate significantly reduced LC3 staining in the Lin^-^c-Kit^+^ cells of Kras;M14^-/-^ mice (Fig. 6H, J), with consistent results in HSC (Fig. 6I, J), suggesting reduced cell-specific autophagy in the HSPCs after knockout of METTL14. Our previous results showed that the levels of *Atg5* and *Atg9a* m6A were significantly decreased, with the mRNA level also decreased following METTL14 knockout in Kras mice (Fig. 6A–D, Fig. 5E). Research has identified a novel class of m6A reader proteins, the insulin-like growth factor 2 mRNA-binding protein (IGF2BP) family, which stabilizes m6A-containing mRNAs and promotes their translation through their K homology domains [33]. In this study, we revealed that mRNA of *Atg5* and *Atg9a* was reduced after treatment of Kras mice cells with IGF2BP2 inhibitor CWI1-2 (Fig. 6K). Notably, CWI1-2 has been shown to bind directly to IGF2BP2 to competitively inhibit its binding to RNA targets [34]. Meanwhile, RIP-qPCR analysis indicated that the mRNA of *Atg5* and *Atg9a* were increased by ten-fold or higher after treatment with the IGF2BP2 antibody in Kras mice cells compared with IgG antibody, with the increase significantly decreased after knockout of METTL14 or treatment with m6A inhibitor, SAH or IGF2BP2 inhibitor, CWI1-2 (Fig. 6L, M). These observations confirmed that m6A modulators regulated *Atg5* and *Atg9a* expression. We also found that the half-life of *Atg5* and *Atg9a* mRNA were significantly shortened in METTL14 knockout Kras mice cells (*Atg5*: 4.855 h versus 2.725 h, *Atg9a*: 16.75 h versus 4.724 h, respectively; Fig. 6N, O), which suggested that m6A modification impedes the degradation of autophagy-regulating genes *Atg5* and *Atg9a* mRNA. Collectively, these findings establish a direct role of METTL14-mediated m6A in maintaining *Atg5* and *Atg9a* expression. Consequently, our results suggest that the knockout of METTL14 can promote the expansion of HSPCs and inhibit the disease process of leukemia by inhibiting HSPCs autophagy.

**Fig. 5:**
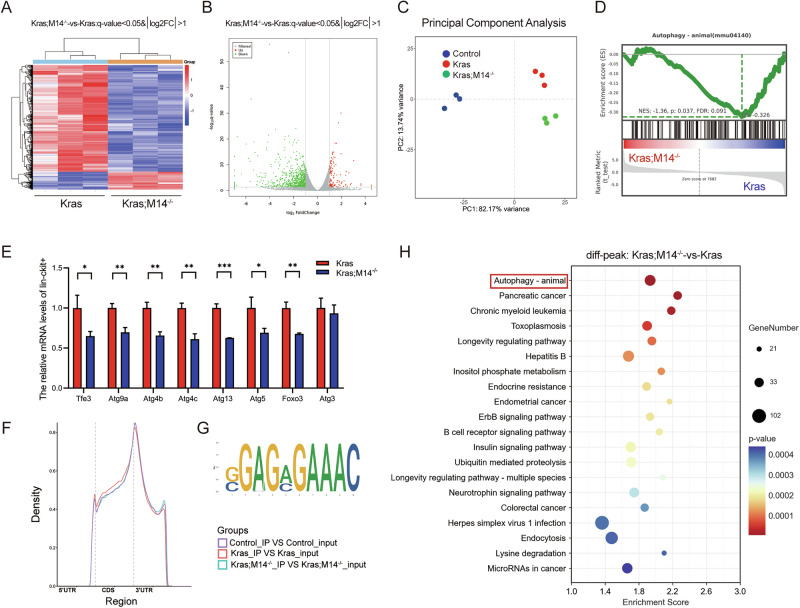
Knockout of METTL14 regulateds autophagy in Kras HSPCs. Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven and HSPCs (Lin^-^ckit^+^ cells) were separated from the BM by magnetic bead sorting for RNA sequencing and micro m6A sequencing. **A, B** Heatmap and Volcano Plot of RNA-seq analysis of BM-derived Lin^-^c-Kit^+^ cells of Kras and Kras;M14^-/-^ mice. **C** Principol Component Analysis of BM-derived Lin^-^c-Kit^+^ cells of Kras and Kras;M14^-/-^ mice. **D** GSEA analysis of differentially expressed genes in Kras and Kras;M14^-/-^ mice BM-derived Lin^-^c-Kit^+^ cells on RNA -seq. **E** The expression of Autophagy genes was verified by qRT-PCR. **F** The density distribution of total m6A peaks in the BM-derived Lin^-^c-Kit^+^ cells of Kras and Kras;M14^-/-^ mice. **G** Predominant consensus motif AAAC was detected in Lin^-^c-Kit^+^ BM cells. **H** KEGG analysis of the genes with significantly changed in Kras and Kras;M14^-/-^ mice BM-derived Lin^-^c-Kit^+^ cells on m6A -seq.The results are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Fig. 6:**
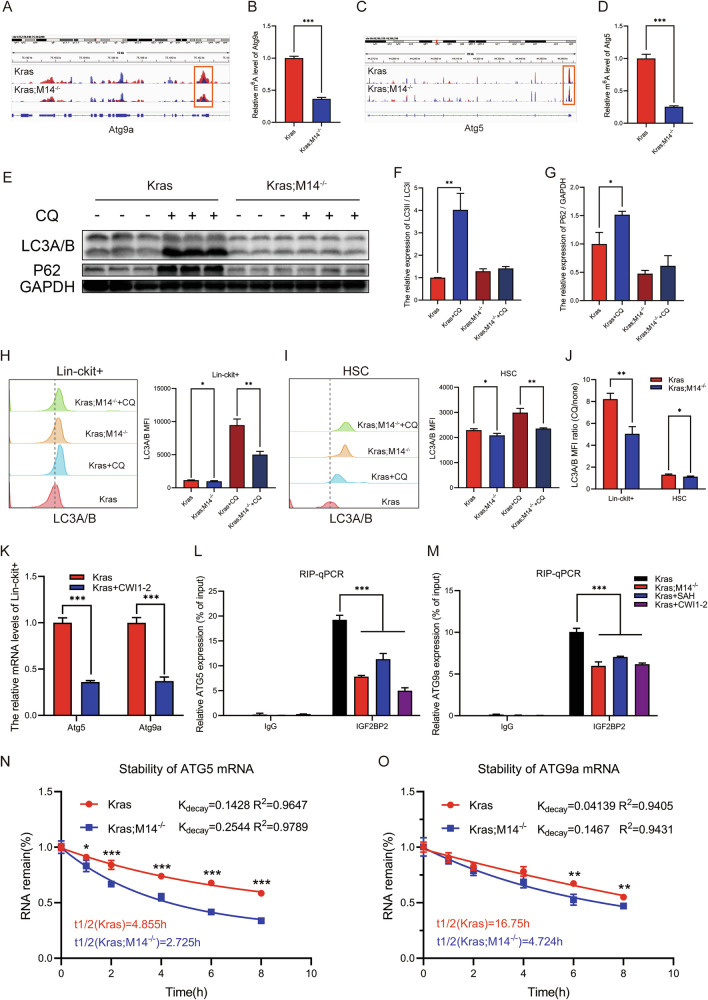
Knockout of METTL14 restraints autophagy by targeting *Atg5* and *Atg9a* via m6A modification in Kras HSPCs. **A** Integrative Genomics Viewer (IGV) tracks display m^6^A abundance in *Atg9a* transcripts in Kras and Kras;M14^-/-^ mice. **B** MeRIP-qPCR analysis m^6^A enrichment of *Atg9a* transcripts in Kras Lin^-^c-Kit^+^ cells and Kras;M14^-/-^ mice Lin^-^c-Kit^+^ cells. **C** Integrative Genomics Viewer (IGV) tracks display m^6^A abundance in *Atg5* transcripts in Kras and Kras;M14^-/-^ mice. **D** MeRIP-qPCR analysis m^6^A enrichment of *Atg5* transcripts in Kras Lin^-^c-Kit^+^ cells and Kras;M14^-/-^ Lin^-^c-Kit^+^ cells. **E–G** Western blotting analysis of LC3 and p62 protein levels in BM cells derived from Kras and Kras;M14^-/-^ mice. **H** Representative LC3 flow cytometry histograms and LC3 MFI quantification of Lin^-^c-Kit^+^ cells derived from Kras and Kras;M14^-/-^ mice. **I** Representative LC3 flow cytometry histograms and LC3 MFI quantification of HSCs derived from Kras and Kras;M14^-/-^ mice. **J** Quantification of median fluorescent intensity (MFI) of LC3 in Lin^-^c-Kit^+^ cells and HSCs with and without chloroquine (CQ) treatment. **K** The expression of Atg5 and Atg9a were verified by qRT-PCR. **L** Real-time PCR analysis of RIP assays in BM cells showing the direct binding between the IGF2BP2 protein and Atg5 mRNA. **M** Real-time PCR analysis of RIP assays in BM cells showing the direct binding between the IGF2BP2 protein and Atg9a mRNA. **N** mRNA half-life (t1/2) of Atg5 after actinomycin D treatment for 0,1,2,4,6,and 8 h in Kras and Kras; M14^-/-^ mice. **O** mRNA half-life (t1/2) of Atg9a after actinomycin D treatment for 0,1,2,4,6,and 8 h in Kras and Kras;M14^-/-^ mice. The results are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

### Inhibition of autophagy via knockout of ATG5 promotes HSPCs amplification and suppresses the leukemic disease process

We hypothesized that METTL14 knockout significantly reduced the methylation levels of mRNA of autophagy-related genes, to suppress their expression. Inhibition autophagy further promoted HSPCs expansion and inhibited leukemic progression. We also explored whether there were associations between autophagy inhibition and METTL14 knockout in *Kras*^*G12D/+*^ mice. Notably, *Atg5* spans the 6q21 region of chromosome 6 with a size of 141.34 kb and 10 exons, and primarily encodes a 275-amino-acid autophagy protein 5 [35]. Due to stress, the autophagy process is initiated via activation of the *Atg* genes, which encode proteins responsible for autophagy-related responses localized to sites of autophagosome formation [36]. Among these proteins, ATG5 is a key protein in regulating autophagosome formation–which is the most critical step in the autophagy process. Given the critical role of *Atg5* in autophagy, we generated *Atg5*^*fl/fl*^;*Mx1-Cre*; *Kras*^*LSL G12D/+*^ mice model with the capability of inhibiting autophagy to determine whether autophagy plays an important role in *Kras*^*G12D/+*^-mediated hematopoietic malignancies. Based on the previous findings, we leveraged leaky expression of Mx1-Cre, precluding the need for pI-pC injection. Throughout this article, we refer to wild type, *Atg5*^*fl/fl*^;*Mx1-Cre*;*Kras*^*LSL G12D/+*^ and *Kras*^*LSL G12D/+*^;*Mx1-Cre* mice as Control, Kras;Atg5^-/-^ and Kras mice, respectively. The knockout efficiency were examined in Lin^-^c-Kit^+^ cells using the qRT-PCR technique (Fig. 7A).

**Fig. 7:**
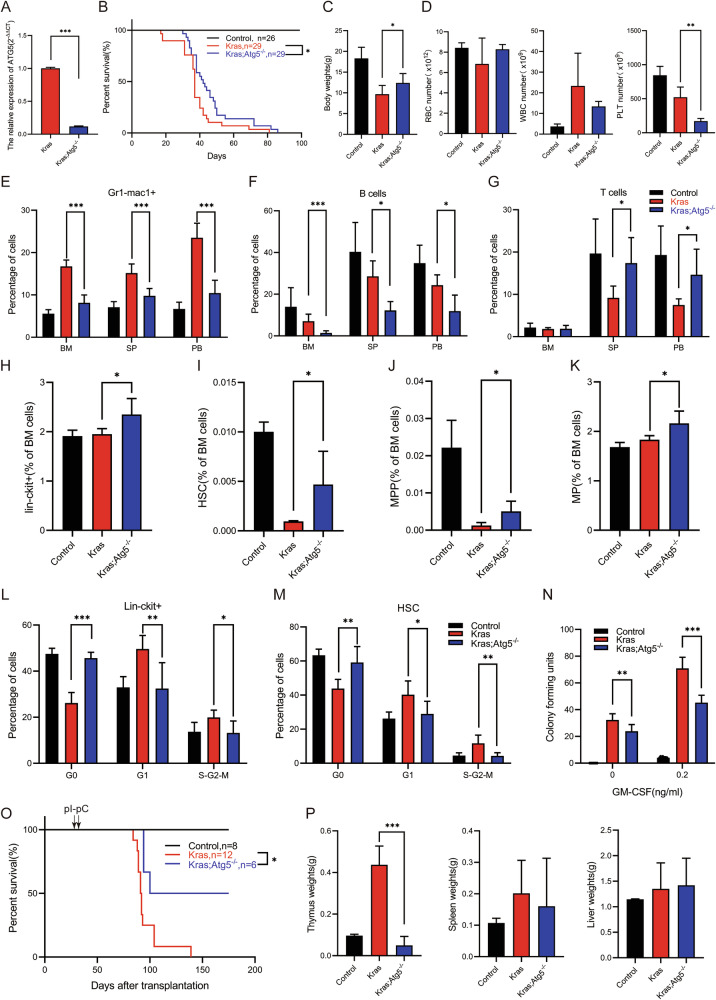
Inhibition of autophagy via knockout of ATG5 promotes HSPCs amplification and suppresses the leukemic disease process. **A** Control, Kras, and Kras;Atg5^-/-^ mice were sacrificed on day 1 of week seven for analysis of different hematopoietic tissues. **A** *Atg5* mRNA expression level in Kras, and Kras;Atg5^-/-^ mice. **B** Kaplan-Meier survival curves of different groups of mice were plotted after birth. *P* values were determined by the Log-rank test. **C** Quantification of body weight. **D** CBC analysis results. Numbers of RBC(red blood cell),WBC (white blood cell), PLT(blood platelet) are shown. **E** Monocytes (Gr1^-^CD11b^+^) compartment in BM, SP and PB. **F** B cells compartment in BM, SP and PB. **G** T cells compartment in BM, SP and PB. **H–K** The percentage of Lin^-^c-Kit^+^ cells,HSCs, MPPs and MPs in BM. **L** Cell cycle analysis of BM lineage-negative ckit-positive cells(Lin^-^c-Kit^+^ cells) using Ki67 and DAPI. **M** Cell cycle analysis of BM HSCs using Ki67 and DAPI. **N** Quantification of colonies cultured for 7 days in methylcellulose-based medium M3234. **O** Kaplan-Meier survival curves of different groups of recipient mice were plotted against days after transplantation. *P* values were determined by the Log-rank test. **P** Quantitative analysis of Thymus weight, spleen weight and Liver weight. The results are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

The knockout of ATG5 significantly inhibited the leukemic disease process and extended the lifespan of Kras mice, consistent with the knockout of METTL14 results (Fig. 7B). Control, Kras, and Kras;Atg5^-/-^ mice were euthanized on the first day of week seven, following the model establishment, to analysis of different hematopoietic phenotypes (Fig. 7C and Fig. S5A-5B). Compared with Kras mice, Kras;Atg5^-/-^ mice showed increased body weight (Fig. 7C) and spleen mass (Fig. S5A), however, liver mass did not change significantly (Fig. S5B), which was consistent with the observation in Kras;M14^-/-^ mice. The CBC showed thrombocytopenia, with no significant changes in white and red blood cells population (Fig. 7D). Consistent with METTL14 knockout, the number of monocytes (Gr1^-^CD11b^+^) was significantly reduced in the BM, SP, and PB after ATG5 knockout (Fig. 7E), indicating that inhibition of autophagy suppressed *Kras*^*G12D/+*^-mediated hematopoietic malignancies. Notably, following ATG5 knockout, B cells decreased in the BM, SP and PB(Fig. 7F), while T cells increased in the SP and PB, but no change was observed in BM (Fig. 7G), indicating that the inhibition of autophagy may have an impact on the development of lymphocytes. Then we wondered how the knockout of ATG5 in Kras mice inhibited the process of JMML. Additionally, flow cytometry was used to quantify HPSCs using the cell surface panel (as previously described). We found that in BM, the frequency of Lin^−^c-Kit^+^ cells in Kras;Atg5^-/-^ mice was significantly higher than that in Kras mice alone (Fig. 7H), which was consistent with findings involving the knockout of METTL14. We also found that the frequency of Kras;Atg5^-/-^ HSCs was significantly increased in the BM compared with Kras HSCs (Fig. 7I), with the same trend observed in HPC1 (Fig. S5C), HPC2 (Fig. S5D), MPP (Fig. 7J), MP (Fig. 7K), and GMP (Fig. S5F); however, CMP exhibited an inverse trend (Fig. S5E), whereas the MEPs were comparable to the Controls (Fig. S5G). Notably, these observation were consistent with the changes in HSPCs following METTL14 knockout, suggesting that METTL14 knockout inhibits autophagy by reducing the methylation level of autophagy-associated genes, which ultimately inhibits myeloid disease in *Kras*^*G12D/+*^ mice.

Cell cycle analysis, which was consistent with the previous results, demonstrated that Kras Lin^−^c-Kit^+^ cells and HSCs were significantly proliferative compared with those in the Controls; however, the hyperproliferative phenotype of Kras;Atg5^-/-^ Lin^−^c-Kit^+^ cells and HSCs was significantly reduced (Fig. 7L, M). Notably, Kras;Atg5^-/-^ mice BM cells formed significantly fewer colonies than Kras mice BM cells in the presence of 0.2 ng/ml of GM-CSF, consistent with our cell cycle analysis (Fig. 7N). Collectively, our findings demonstrate that knockout of ATG5 reduces hyperproliferation of *Kras*^*G12D/+*^ HSPCs, which is consistent with knockout of METTL14. To determine whether ATG5 deficiency plays a cell-autonomous role in inhibiting leukemogenesis in *Kras*^*G12D/+*^ model, we transplanted an equal population of Control, *Kras*^*G12D/+*^; *Mx1-Cre*, or *Kras*^*G12D/+*^; *Atg5*^*fl/fl*^; *Mx1-Cre* BM cells (CD45.2^+^) along with congeneic competitor cells (CD45.1^+^) into lethally irradiated mice. Four weeks after transplantation, recipient mice were injected with pI-pC to induce expression of oncogenic Kras^*G12D/+*^ and deletion of ATG5. The results indicated that Kras;Atg5^−/−^ cell recipients exhibited extended survival time compared with the Kras cell recipients (Fig. 7O). Analysis of the moribund recipients revealed that the thymus mass of Kras;Atg5^−/−^ cell-derived recipients was significantly reduced compared with that of the Kras cell recipients, whereas the spleen and liver weights were comparable to those of Kras cell recipients (Fig. 7P), suggesting a less severe T-ALL. Collectively, our results indicate that knockout of ATG5 inhibits T-ALL development in Kras mice in a cell-autonomous manner, which is consistent with the observations obtained following the METTL14 knockout.

### Combined MEK inhibitor and m6A inhibitor treatment effectively suppresses the growth of JMML cells

To determine whether inhibition of MEK and/or m6A modification effectively controls oncogenic Kras cell growth, we isolated BM cells from moribund Kras mice. We then cultured them in the absence or presence of AZD6244 (a MEK inhibitor [37, 38]) and/or SAH (an inhibitor for METTL3-METTL14 heterodimer complex (METTL3-14) [39]). The results demonstrated that either AZD6244 or SAH significantly reduced the viability of Kras cells in a dose-dependent manner (Fig. 8A, B); however, there was no significant effect on the Control cells despite effective drug concentration (Fig. 8C, D). Although Kras cells demonstrated variable sensitivity to independent administration of either AZD6244 or SAH, they exhibited elevated sensitivity when the two treatments were employed in combination (Fig. 8E). We found that the combination of AZD6244 and SAH synergistically abrogated the growth of Kras cells (Fig. 8E). Notably, the combination indices exhibited values < 1 (Fig. 8F, G), indicating a synergistic effect between AZD6244 and SAH. Meanwhile, the combination of AZD6244 and SAH significantly resulted in fewer colony formation of BM cells in Kras mice compared with the independent administration of either AZD6244 or SAH in the presence of 0.2 ng/ml of GM-CSF. However, the application of independent treatment also differentially reduced colony formation in Kras mice (Fig. 8H). Considering the pivotal role of elevated autophagy in JMML occurrence, pharmaceuticals agents targeting the autophagic pathway may exhibit significant therapeutic potential in the treatment of JMML. We isolated BM cells from moribund Kras mice and cultured them in the absence or presence of 3-Methyladenine (an autophagy inhibitor). As anticipated, our results showed that 3-Methyladenine significantly reduced the viability of Kras cells in a dose-dependent manner (Fig. 8I), however, its effective drug concentration had no significant effect on the Control cells (Fig. 8J). Our findings demonstrate that the combined inhibition of MEK and METTL14 synergistically reduces the growth of Kras mutant JMML cells.

**Fig. 8:**
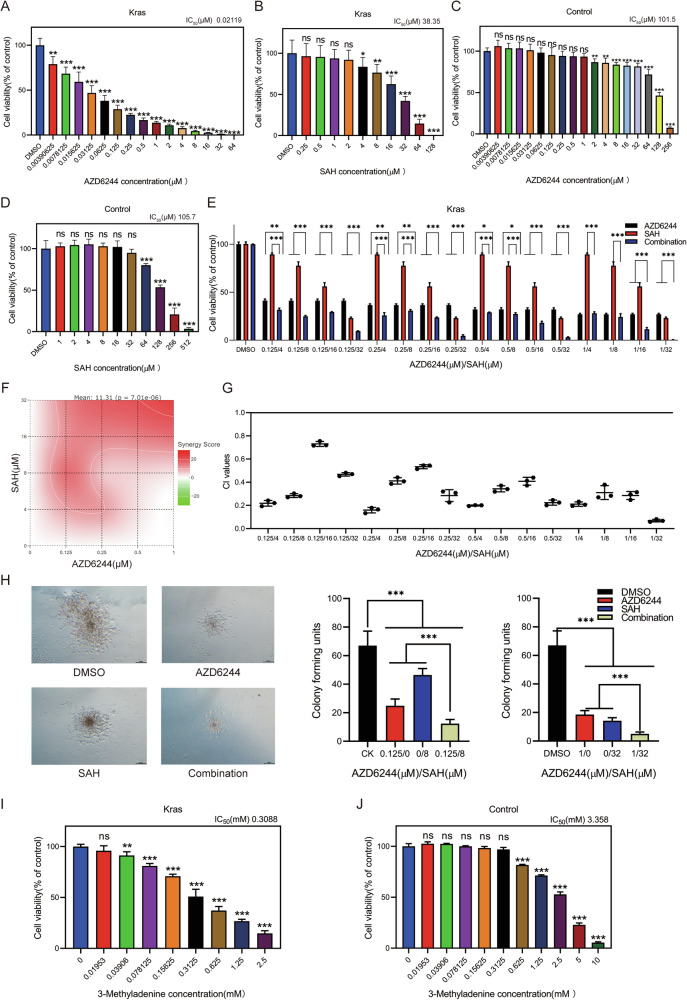
Combined MEK inhibitor and m6A inhibitor treatment effectively suppresses the growth of JMML cells. Combined AZD6244 and SAH treatment effectively inhibits the growth of mouse leukemia cells in vitro. Leukemia cells from moribund Kras mice were cultured in 96-well plates in the presence of vehicle or various concentrations of AZD6244 and/or SAH for 5 days. **A** Cell viability of Kras mice BM cells treated with AZD6244 for 5 days. **B** Cell viability of Kras mice BM cells treated with SAH for 5 days. **C** Cell viability of Control mice BM cells treated with AZD6244 for 5 days. **D** Cell viability of Control mice BM cells treated with SAH for 5 days. **E** Cell viability of Kras mice BM cells treated with AZD6244 and SAH, alone or in combination for 5 days. **F** Synergistic effect of AZD6244 with SAH on inhibition of the survival/growth of Kras mice BM cells as determined by the HSA independent model. Mean score represents the percentage of response beyond expectation due to drug interactions. **G** CI values of Kras mice BM cells treated for 5 days with AZD6244 and SAH, alone or in combination, were calculated using CompuSyn. The index value less than 1 indicates synergism. **H** Quantification of colonies cultured with AZD6244 and SAH, alone or in combination for 7 days in methylcellulose-based medium M3234. **I** Cell viability of Kras mice BM cells treated with 3-Methyladenine for 24 h. **J** Cell viability of Control mice BM cells treated with 3-Methyladenine for 24 h. Cell number was quantified using the Cell Counting Kit-8 assay. The results are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

## Discussion

In this study, we have demonstrated that the downregulation of METTL14 promotes HSPCs expansion and inhibits the leukemic disease process. Moreover, downregulation of METTL14 in Kras hematopoietic cells inhibits MPN in a cell-autonomous manner. Furthermore, METTL14 deficiency suppresses myeloid disease by inhibiting autophagy in *Kras*^*G12D/+*^ HSPCs.

Our study identified an oncogenic function of METTL14 in *Kras*^*G12D/+*^-induced MPN. This finding was consistent with METTL14 gene function in AML and LSCs/LICs [14]. In humans, METTL3–METTL14-mediated m6A was found to promote the development of acute myeloid leukemia and maintain leukemia-initiating cells [12–14].

Previous studies have shown that expressing mutant *Kras*^*G12D/+*^ protein in the endogenous murine locus rapidly induces a fatal myeloproliferative disorder. This disorder is characterized by 100% penetrance due to HSC depletion and hyperproliferation. Notably, HSC hyperproliferation tends to be associated with reduced HSC self-renewal and subsequent depletion caused by self-exhaustion. Although, there was no significant change in the frequency of BM HSCs after knockout of METTL14 in normal mice [40], knockout of METTL14 can rescue *Kras*^*G12D/+*^-induced HSC depletion and hyperproliferation, which is an observation potentially attributed to the increased self-renewal of HSPCs after knockout of METTL14 (Fig. S6A). Notably, m6A levels of HSCs were higher compared with those of downstream progenitor cell populations, including LSK, CMP, GMP, and MEP (Fig. S6D). This observation suggests that METTL14 may affect differentiation at the HSC stage in the context of JMML. In addition, we found that METTL14 is involved in the activation of MEK/ERK signaling induced by mutant Kras, however, the expression of METTL14 is not caused by mutant Kras-induced MEK/ERK activation (Fig. S6E–6H). These findings suggest that METTL14 plays a crucial role in *Kras*^*G12D/+*^-mediated myeloid neoplasms.

In this study, we showed that downregulation of METTL14 contributes to autophagy inhibition in HSPCs, thereby significantly increasing their population. Notably, m6A is the most common RNA modification in eukaryotic cells, with the activity of the m6A-modified transcripts regulated by m6A RNA binding proteins. Notably, m6A modification influences mRNA alternative splicing, stability, translation, and subcellular localization. The m6A modification is a dynamic and reversible process, which is regulated by various protein complexes [41]. Research has shown that m6A modification is exerted by methyltransferases (Writers) [17], eliminated by demethylases (Erasers), and recognized by m6A binding proteins (Readers), which regulate m6A modification by altering the recognition of modified mRNA. The YTH domain protein family, along with proteins such as the IGF2BPs are important components of readers, whereby IGF2BPs can bind to m6A modification sites and enhance mRNA stability [33]. Previous studies have shown that m6A RNA methylation could alter the expression of essential autophagy-related (*Atg*) genes and play a crucial role in the regulation of autophagy [29]. Moreover, the effects of the m6A modification on autophagy are disease context-dependent [42]. For instance, m6A modification controls autophagy through upregulation of the ULK1 protein abundance [29]. Additionally, in some instance, the m6A modification directly inhibits autophagy [43], while in other cases, it promotes the initiation of autophagy [44]. Furthermore it can influence the formation of the autophagosomes to dysregulate autophagy [45]. Our findings further revealed that autophagy is significantly regulated by the METTL14, an observation we achieved by performing RNA-seq and MeRIP-seq analysis using the pathway enrichment analyses technique. We found that most of the autophagy genes were significantly decreased in Kras;M14^-/-^ HSPCs. Western blotting and Flow cytometry analysis results verified our hypothesis that silencing METTL14 caused autophagy dysfunction in HSPCs. Additionally, we demonstrated that METTL14 knockout reduces the stability and translation of mRNA by decreasing the m6A mRNA of autophagy-related genes and its binding to IGF2BP2, thereby inhibiting autophagy in Kras HSPCs. Autophagy is a highly regulated cellular process that involves the sequestration of proteins and damaged or senescent organelles into double-membrane vesicles known as autophagosomes. These autophagosomes subsequently fuse with lysosomes, resulting in the degradation and recycling of their contents. Autophagy dysregulation has been associated with the pathogenesis of several diseases, including neurodegenerative diseases, cardiomyopathy, infectious diseases, type II diabetes, fatty liver disease, and cancer. Autophagy plays a dual role in cancer: inhibiting benign tumor growth, while promoting advanced cancer growth [46]. The effect of autophagy on cancers is dependent on multiple factors, including tumor microenvironment, cancer type and stage, and genetic profile. numerous studies have shown that autophagy is the major contributor to the survival of cancer cells [47]. In this study, we demonstrated that the inhibition of autophagy reduces the excessive proliferation of *Kras*^*G12D/+*^ HSPCs. Additionally, the inhibition of autophagy inhibits both T-ALL and MPN development in *Kras*^*G12D/+*^ mice in a cell-autonomous manner. Consequently, we demonstrated that inhibition of autophagy significantly suppressed the progression of JMML.

Conclusively, our results demonstrate that inhibition of METTL14 effectively promotes the expansion of HSPCs and inhibits oncogenic Kras-induced leukemic disease process in vivo. Notably, the inhibition of the progression of JMML is significantly attributed to the inhibition of autophagy. Combined treatment of MEK and m6A inhibitors effectively suppressed the growth of mouse leukemia cells in vitro. This finding provided a robust rationale for developing therapies that target both pathways for the treatment of oncogenic Kras-driven myeloid malignancies.

## Materials and methods

### Mice

All mouse lines were maintained in a pure C57BL/6 genetic background (>N10). *Mettl14* conditional knockout mice (*Mettl14* ^*fl/fl*^; provided by Dr.Minghan Tong) were crossed to mice bearing a conditional oncogenic *Kras* (*Kras*^*Lox-stop-Lox (LSL) G12D/+*^) or *Mx1-Cre* mice to generate mice carrying both alleles (*Kras*^*LSL G12D/+*^; *Mettl14* ^*fl/fl*^and *Mettl14* ^*fl/fl*^*; Mx1- Cre*, respectively). *Kras*^*LSL G12D/+*^; *Mettl14* ^*fl/fl*^ mice were further crossed to *Mettl14* ^*fl/fl*^; *Mx1-Cre* mice to generate our experimental mice, including *Kras*^*LSL G12D/+*^;*Mettl14* ^*fl/fl*^ ;*Mx1-Cre*, *Kras*^*LSL G12D/+*^; *Mx1-Cre*. *Atg5* conditional knockout mice were crossed to mice bearing a conditional oncogenic *Kras* (*Kras*^*Lox-stop-Lox (LSL) G12D/+*^) or *Mx1-Cre* mice to generate mice carrying both alleles (*Kras*^*LSL G12D/+*^; *Atg5* ^*fl/fl*^ and *Atg5* ^*fl/fl*^; *Mx1- Cre*, respectively). *Kras*^*LSL G12D/+*^; *Atg5* ^*fl/fl*^ mice were further crossed to *Atg5* ^*fl/fl*^; *Mx1-Cre* mice to generate our experimental mice, including *Kras*^*LSL G12D/+*^;*Atg5* ^*fl/fl*^ ;*Mx1-Cre*,*Kras*^*LSL G12D/+*^; *Mx1-Cre*. CD45.1 positive congenic C57BL/6 recipient mice were purchased from Cyagen. All animal experiments were conducted in accordance with the *Guide for the Care and Use of Laboratory Animals* and approved by an Animal Care and Use Committee at Xi’an Jiaotong University(No.XJTUAE2020-2366). The program is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care.

### Flow cytometric analysis of hematopoietic tissues

For PB samples, red blood cells were lysed in ammonium chloride solution (StemCell Technologies) prior to antibody staining. Cells isolated from BM and SP were resuspended in PBS with 2% fetal bovine serum (FBS) and passed through 25-μm cell strainers to obtain single-cell suspensions prior to antibody staining. Myeloid progenitors in BM and SP were analyzed as described in [48]. HSCs in BM and SP were analyzed as described by Kong et al [21]. The stained cells were analyzed on a FACS Calibur (BD Biosciences) or a CytoFLEX (Beckman Coulter Inc.). Antibodies specific for the following surface antigens were purchased from eBioscience: CD45.2 (104), CD45.1 (A20), B220 (RA3-6B2), CD19 (eBio1D3), Thy1.2 (53-2.1), Mac-1 (M1/70), Gr-1 (RB6-8C5), CD4 (GK1.5), CD8 (53-6.7), CD3 (145-2C11), IgM (II/41), IL7R (A7R34), Sca-1 (D7), TER119(TER-119), CD34 (RAM34), ckit (2B8), FcRII/III (93). CD150 (TC15-12F12.2) was purchased from BioLegend. HSCs were defined as Lin^-^CD48^-^ckit^+^Sac1^+^CD150^+^ cells, MPPs were defined as Lin^-^CD48^-^ckit^+^Sac1^+^CD150^-^ cells, MPs were defined as Lin^-^c-Kit^+^Sac1^-^ cells, CMPs were defined as Lin^-^c-Kit^+^Sac1^-^CD34^high^Fc^low^ cells, GMPs were defined as Lin^-^c-Kit^+^Sac1^-^CD34^high^Fc^high^ cells, MEPs were defined as Lin^-^c-Kit^+^Sac1^-^CD34^low^Fc^low^ cells and CLPs were defined as Lin^-^CD127^+^ckit^low^ Sac1^low^ cells. For detailed antibody description, see Table S1.

### Statistics

Three dependent biological replicates were performed in each experiment and values were presented as mean ± SD. Unpaired 2-tailed Student’s tests were used to determine the significance between two data sets, assuming significance at *P* < 0.05. Kaplan-Meier survival analysis was performed and survival differences between groups were assessed with the Log-rank test, assuming significance at *P* < 0.05. GraphPad Prism 8 were used for statistical analysis. A *p* value less than 0.05 was statistically significant.

Additional methods are described in Supplementary Materials and Methods.

## Supplementary information

supplementary_materials

Table S1

Table S2

Original Data File

## Data Availability

The accession numbers for the RNA-Seq and MeRIP-Seq data reported in this paper were deposited in GEO under the accession number GEO: GSE298134 and GSE298142. All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials.

# Supplementary material for: The m6A methyltransferase METTL14 promotes oncogenic Kras induced juvenile myelomonocytic leukemia through dysregulating autophagy
**Source:** Cell Death Differ. 2025 Aug 16;33(1):156–70. doi: 10.1038/s41418-025-01561-0
**Supplement:** Supplementary file 1 — supplementary_materials

Supplementary Materials for

**The m6A methyltransferase METTL14 promotes oncogenic Kras induced juvenile myelomonocytic leukemia through dysregulating autophagy**

Peihua Zhang *et al.*

**This PDF file includes:**

Supplementary Text

Figs. S1 to S6

Tables S1 to S2

Supplementary Materials and Methods

**Other Supplementary Materials for this manuscript include the following:**

Tables S1 to S2

**Supplementary Data**

Supplementary Table S1:Antibodies used in the study.

Supplementary Table S2: Primers in this study.

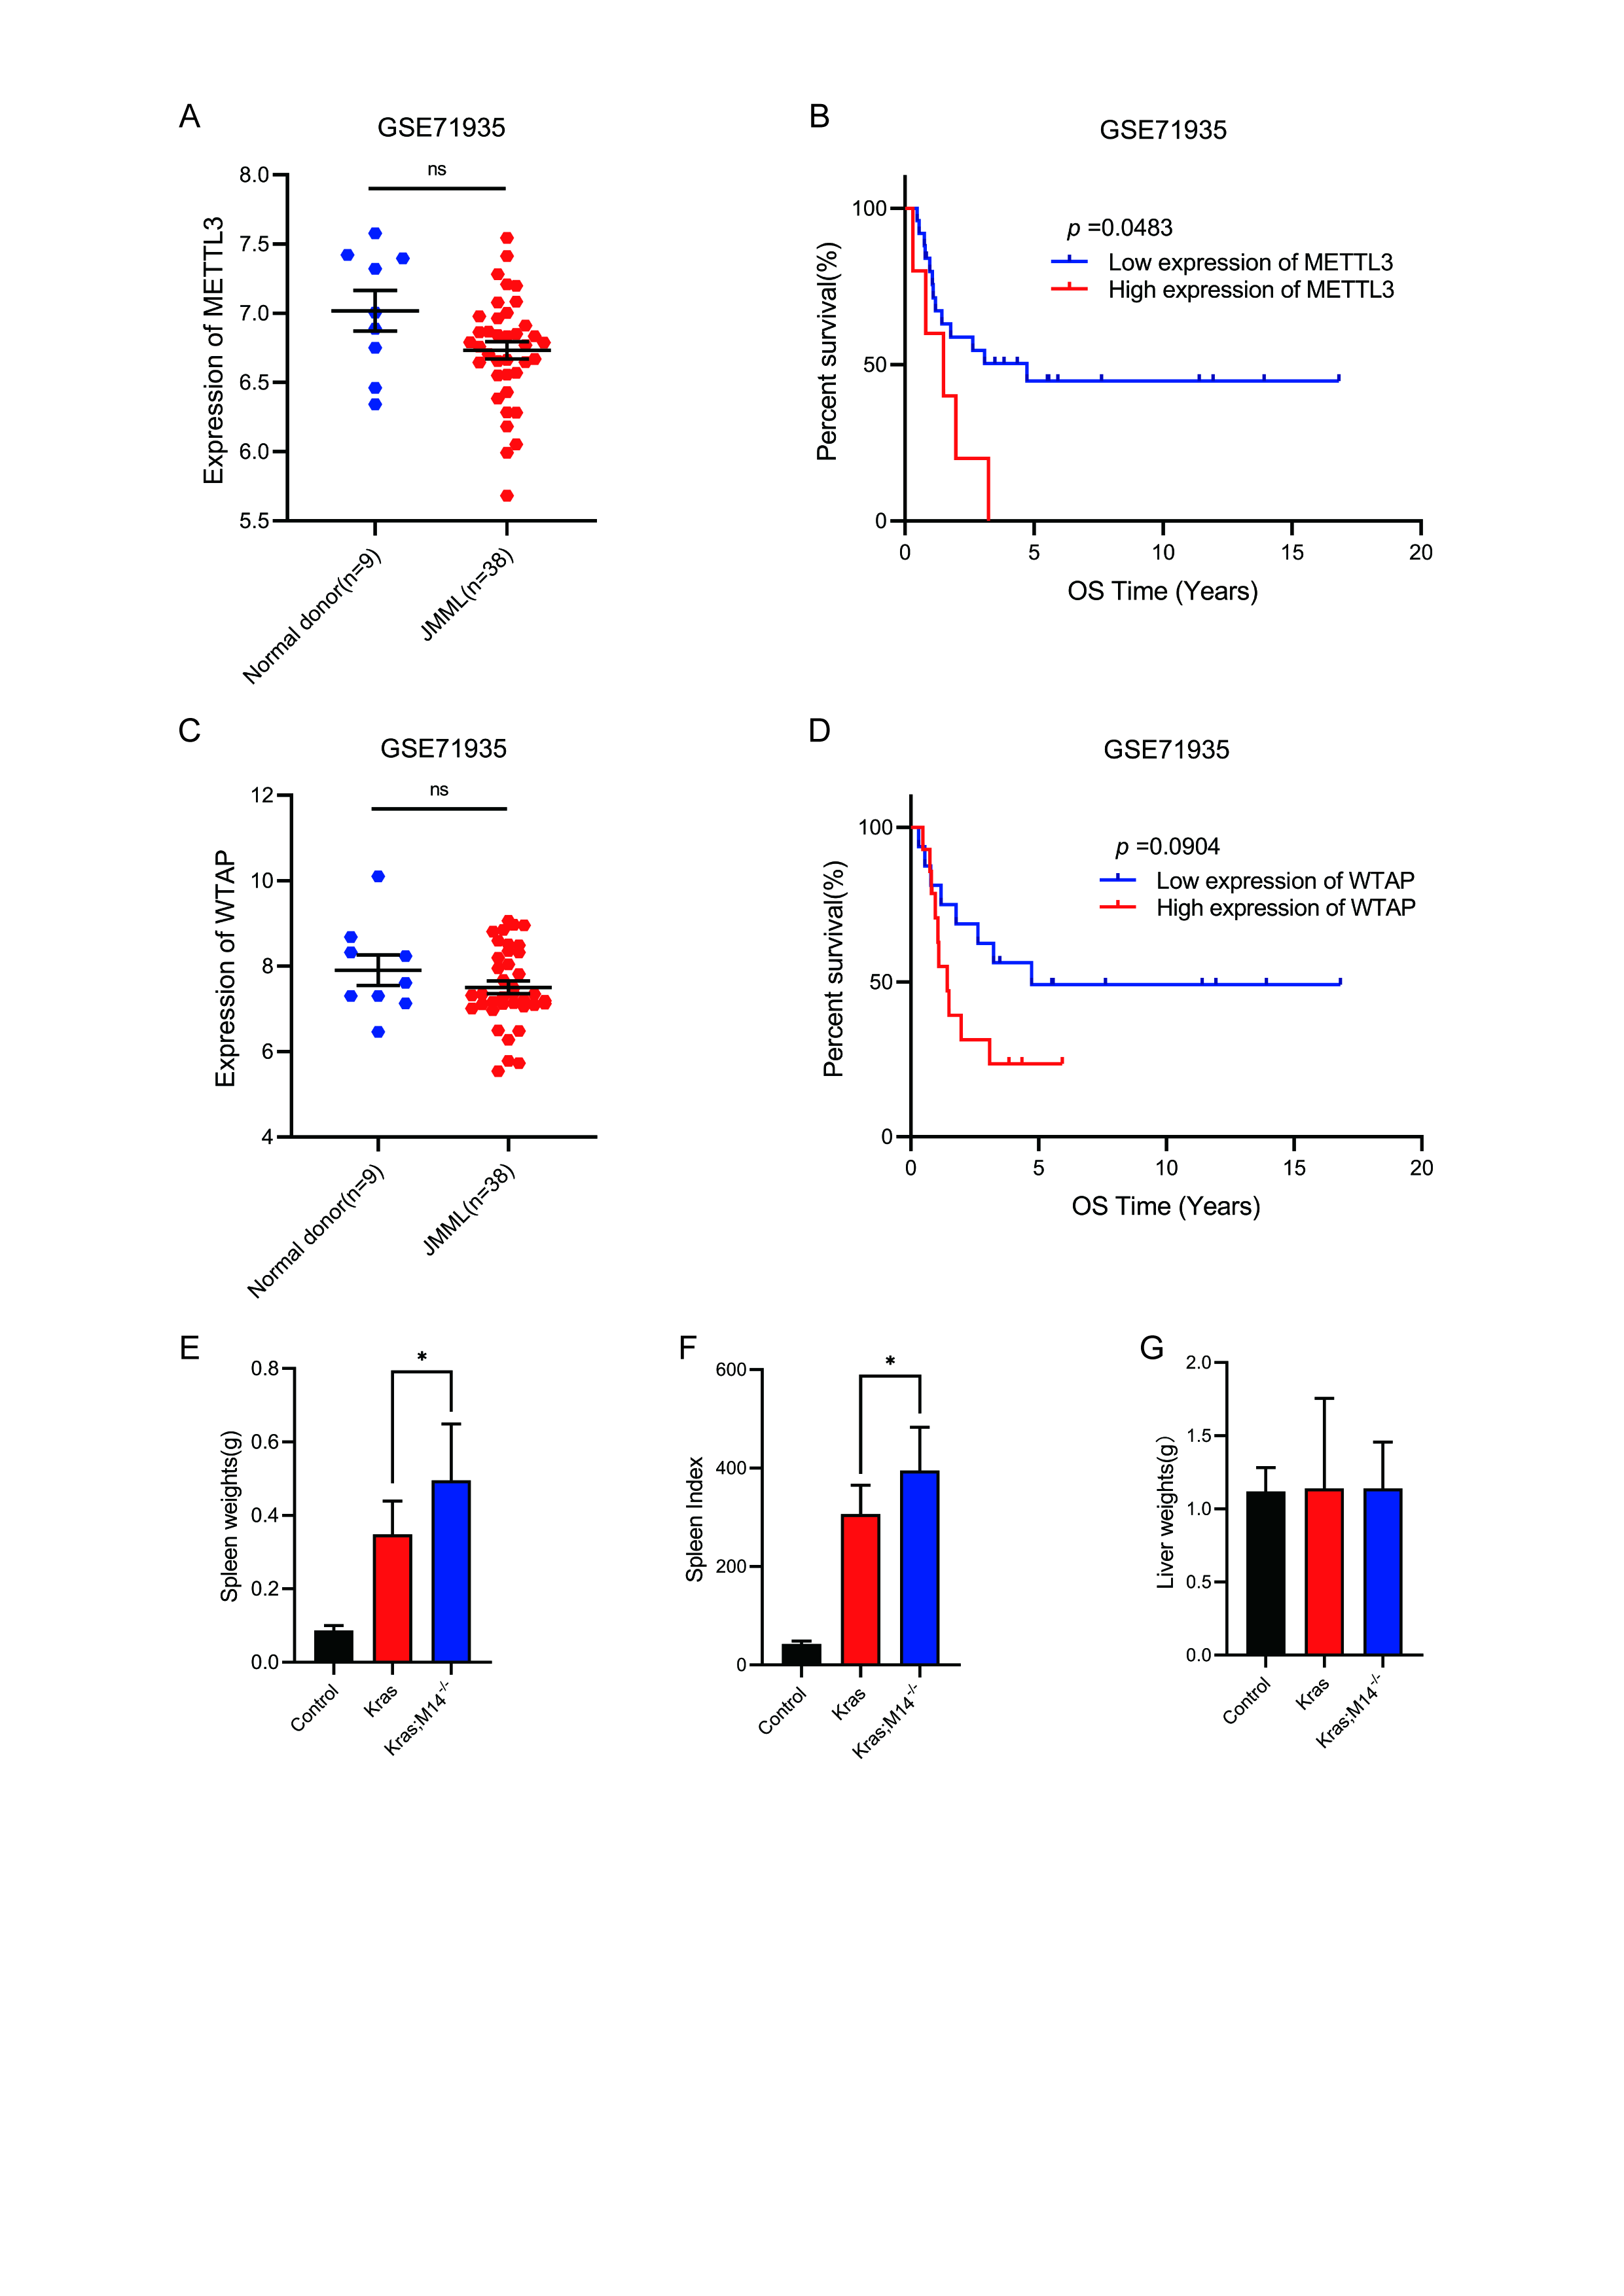

Fig.S1

**Fig.S1. High expression of METTL14 was associated with adverse outcomes in JMML patients, while its knockout significantly inhibited disease progression**

Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven for analysis of different hematopoietic tissues. (A) METTL3 expression in normal donors and JMML patients in GSE71935. (B) Kaplan-Meier plot. Survival curves for high (red) and low (blue) expression groups dichotomized at the optimal cutpoint are plotted and analysis of overall survival rate in the mutated cases of dataset GSE71935.(C) WTAP expression in normal donors and JMML patients in GSE71935. (D) Kaplan-Meier plot. Survival curves for high (red) and low (blue) expression groups dichotomized at the optimal cutpoint are plotted and analysis of overall survival rate in the mutated cases of dataset GSE71935. (E-G) Quantification of spleen weight (E) , spleen index (F) and liver weight(G). The results are presented as mean ± SD. * P<0.05; ** P<0.01; *** P<0.001.

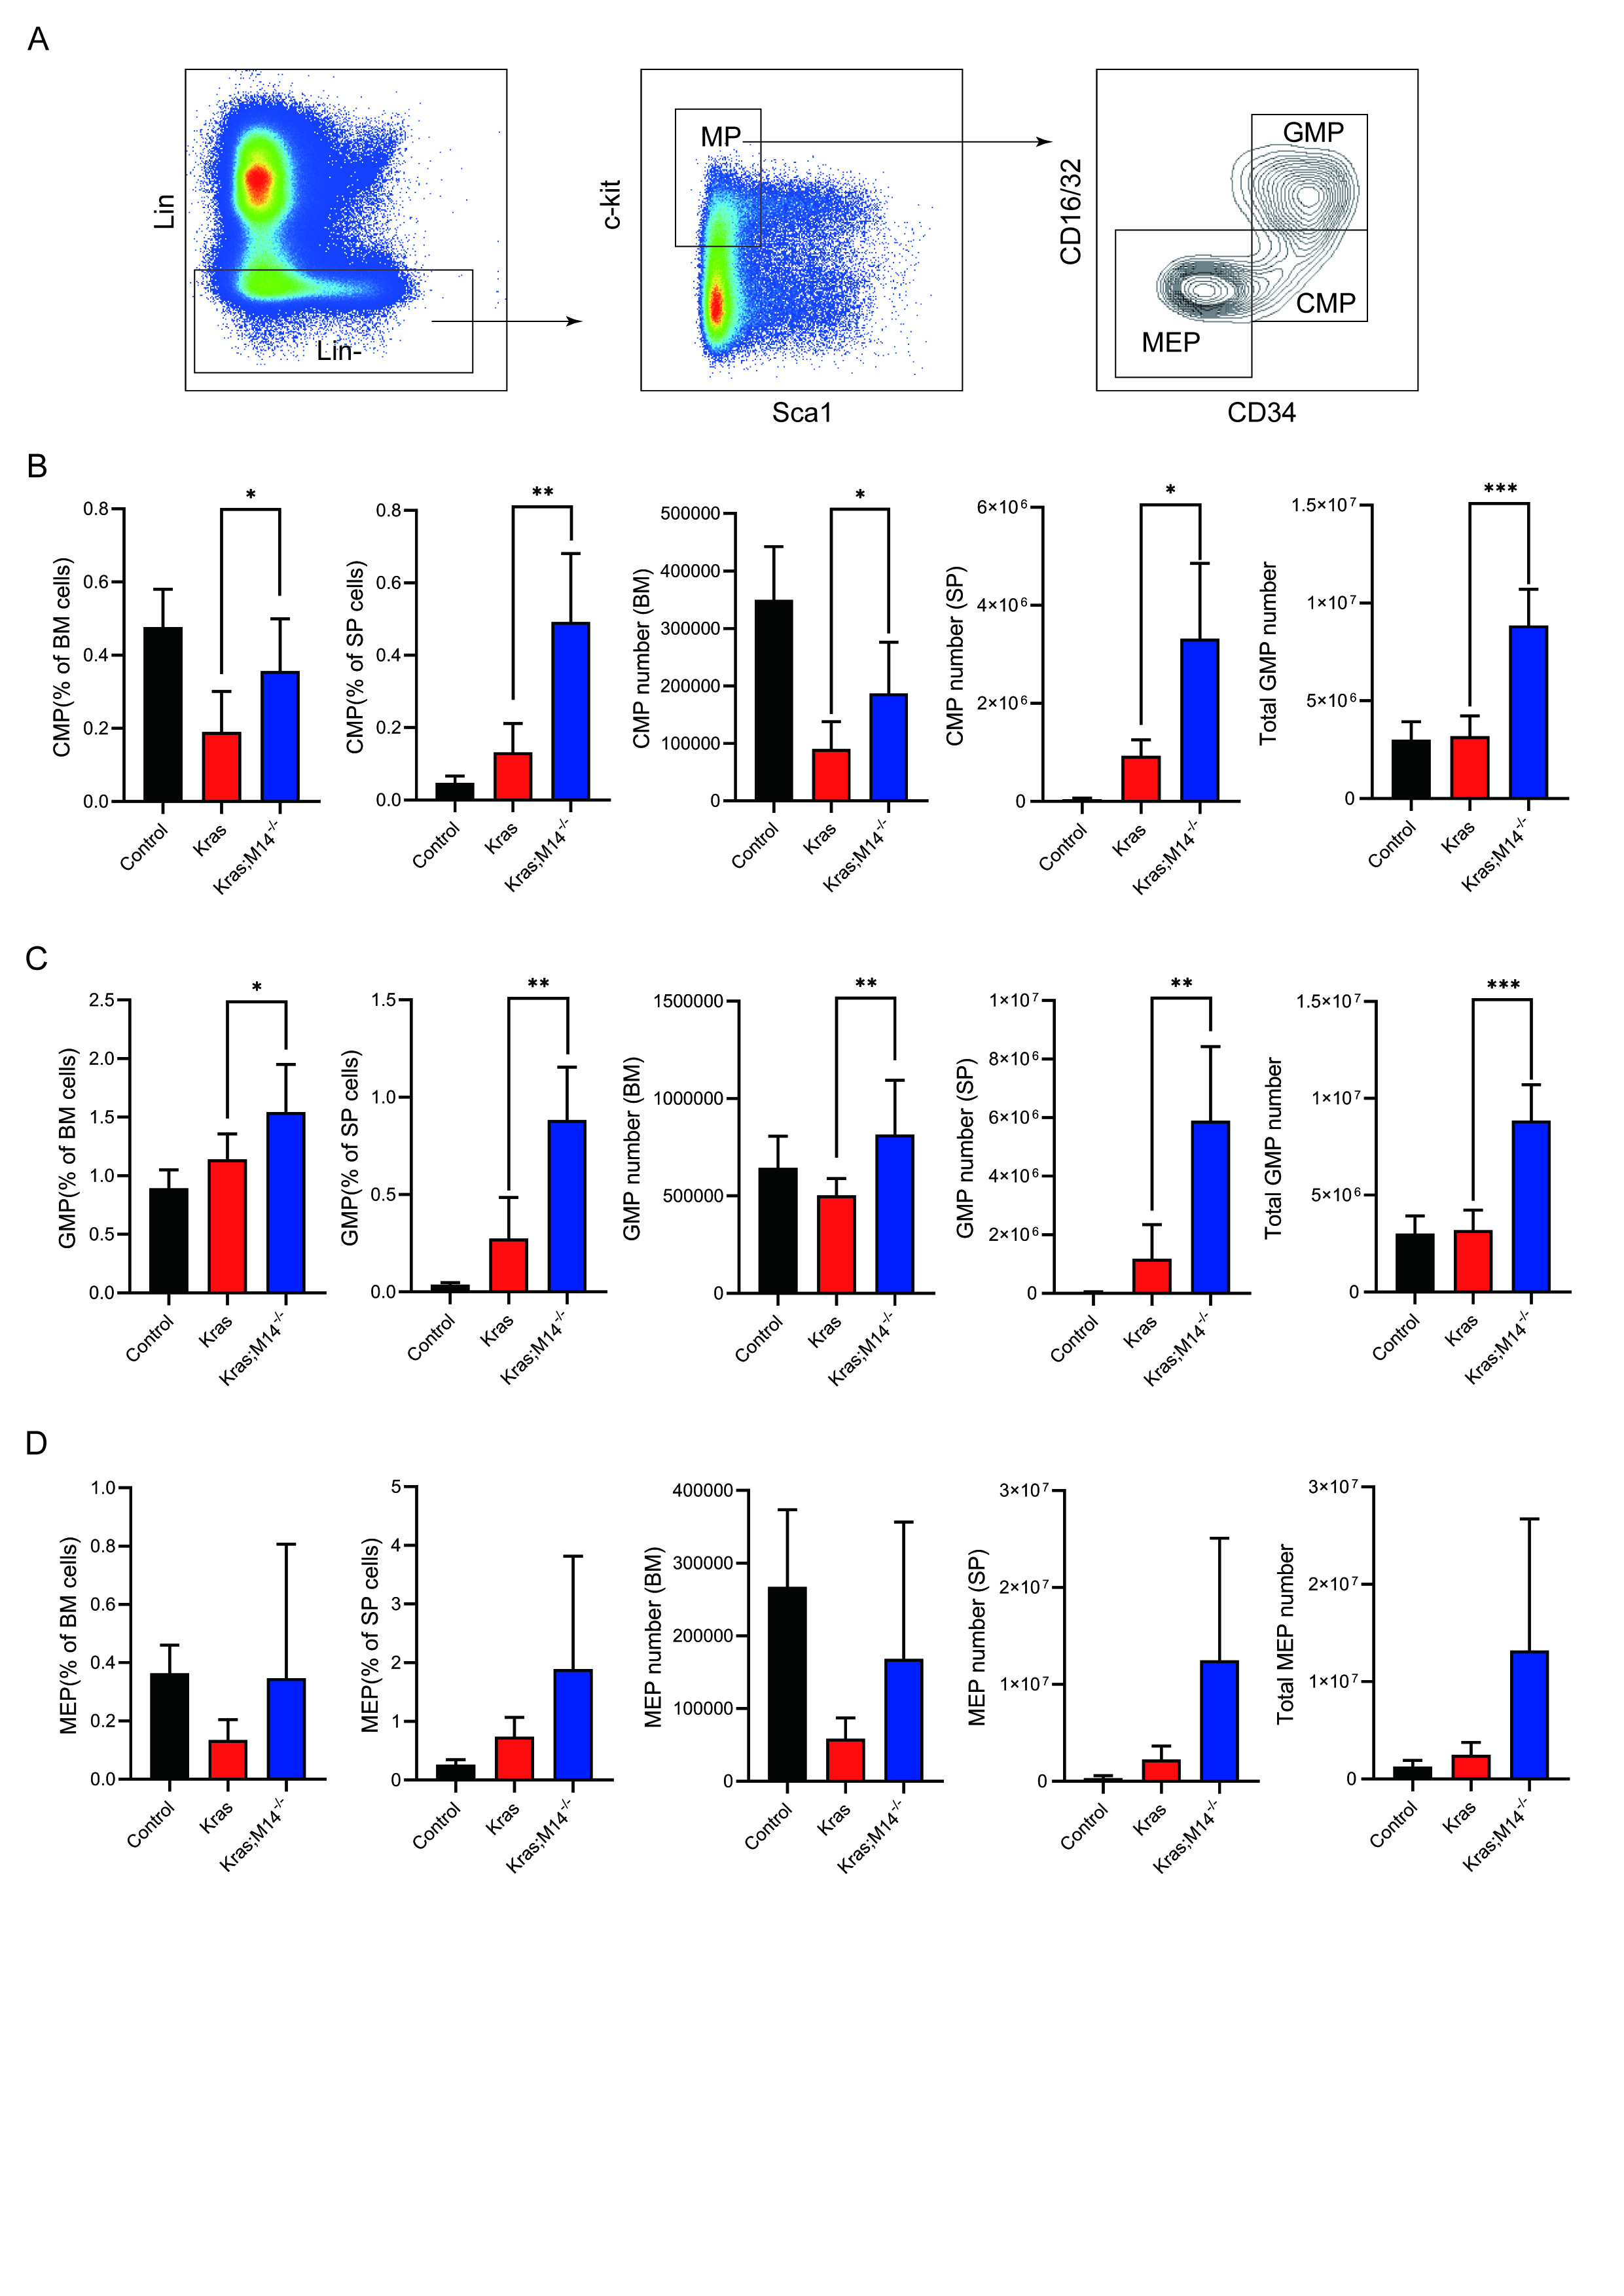

Fig.S2

**Fig.S2 Knockout of METTL14 rescues *Kras^G12D/+^*-mediated HSPCs depletion**

Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week seven for analysis of myeloid progenitor cells. (A) Representative example of staining and gating for MPs, CMPs, GMPs, and MEPs. (B-D) Quantitative analysis of CMPs (B), GMPs (C), and MEPs (D) in hind limb bone marrow (BM (H.L.)) and spleen (SP). The results are presented as mean ± SD. * P<0.05; ** P<0.01; *** P<0.001.

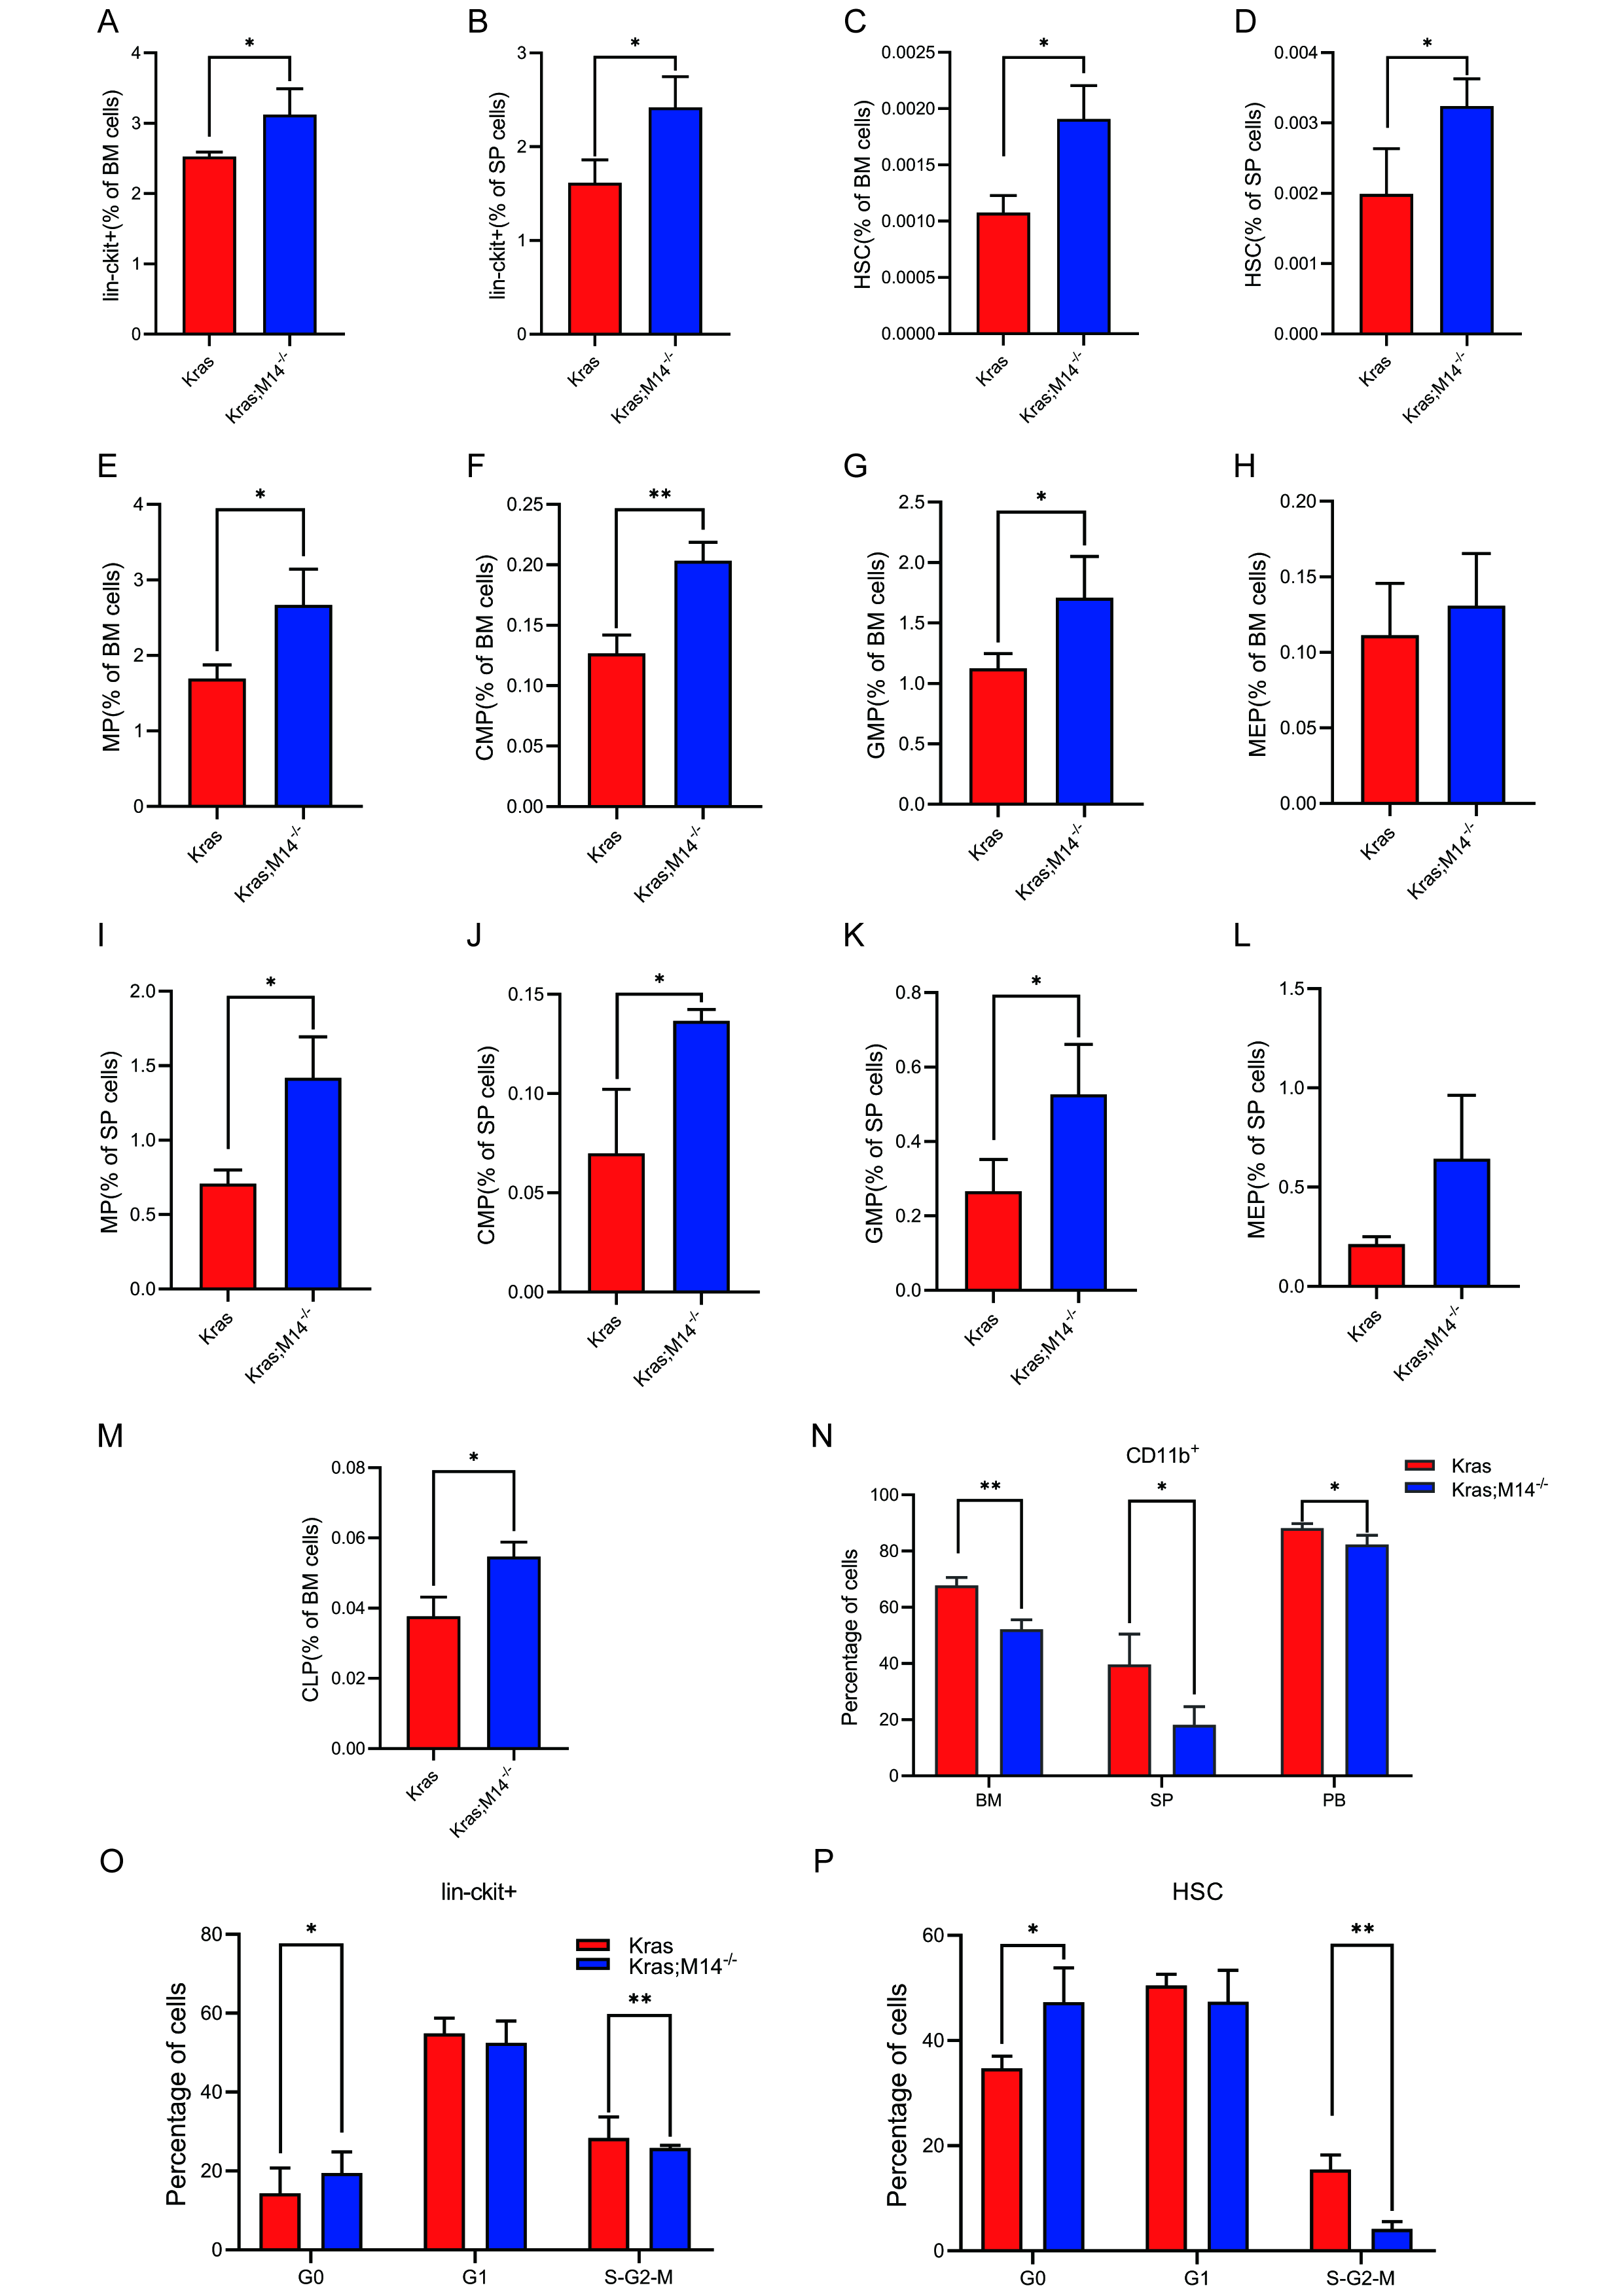

Fig.S3

**Fig.S3 The phenotypes of HSPCs in 8-week-old Kras and Kras;M14^-/-^ mice were detected**

Control, Kras, and Kras;M14^-/-^ mice were sacrificed on day 1 of week night for analysis of Lin^-^c-Kit^+^ (A-B), HSCs (C-D), MPs (E-L) and CLPs in hind limb BM (H.L.) and SP. (A-M) Quantitative analysis of Lin^-^c-Kit^+^ cells, HSCs, MPs, CMPs , GMPs, MEPs and CLPs in hind limb bone marrow (BM (H.L.)) and spleen (SP). (N) myeloid cell compartment in BM, SP and PB. (O-P) Cell cycle analysis of bone marrow Lin^-^c-Kit^+^ cells (O) and HSCs (P) using Ki67 and DAPI. The results are presented as mean ± SD. * P<0.05; ** P<0.01; *** P<0.001.

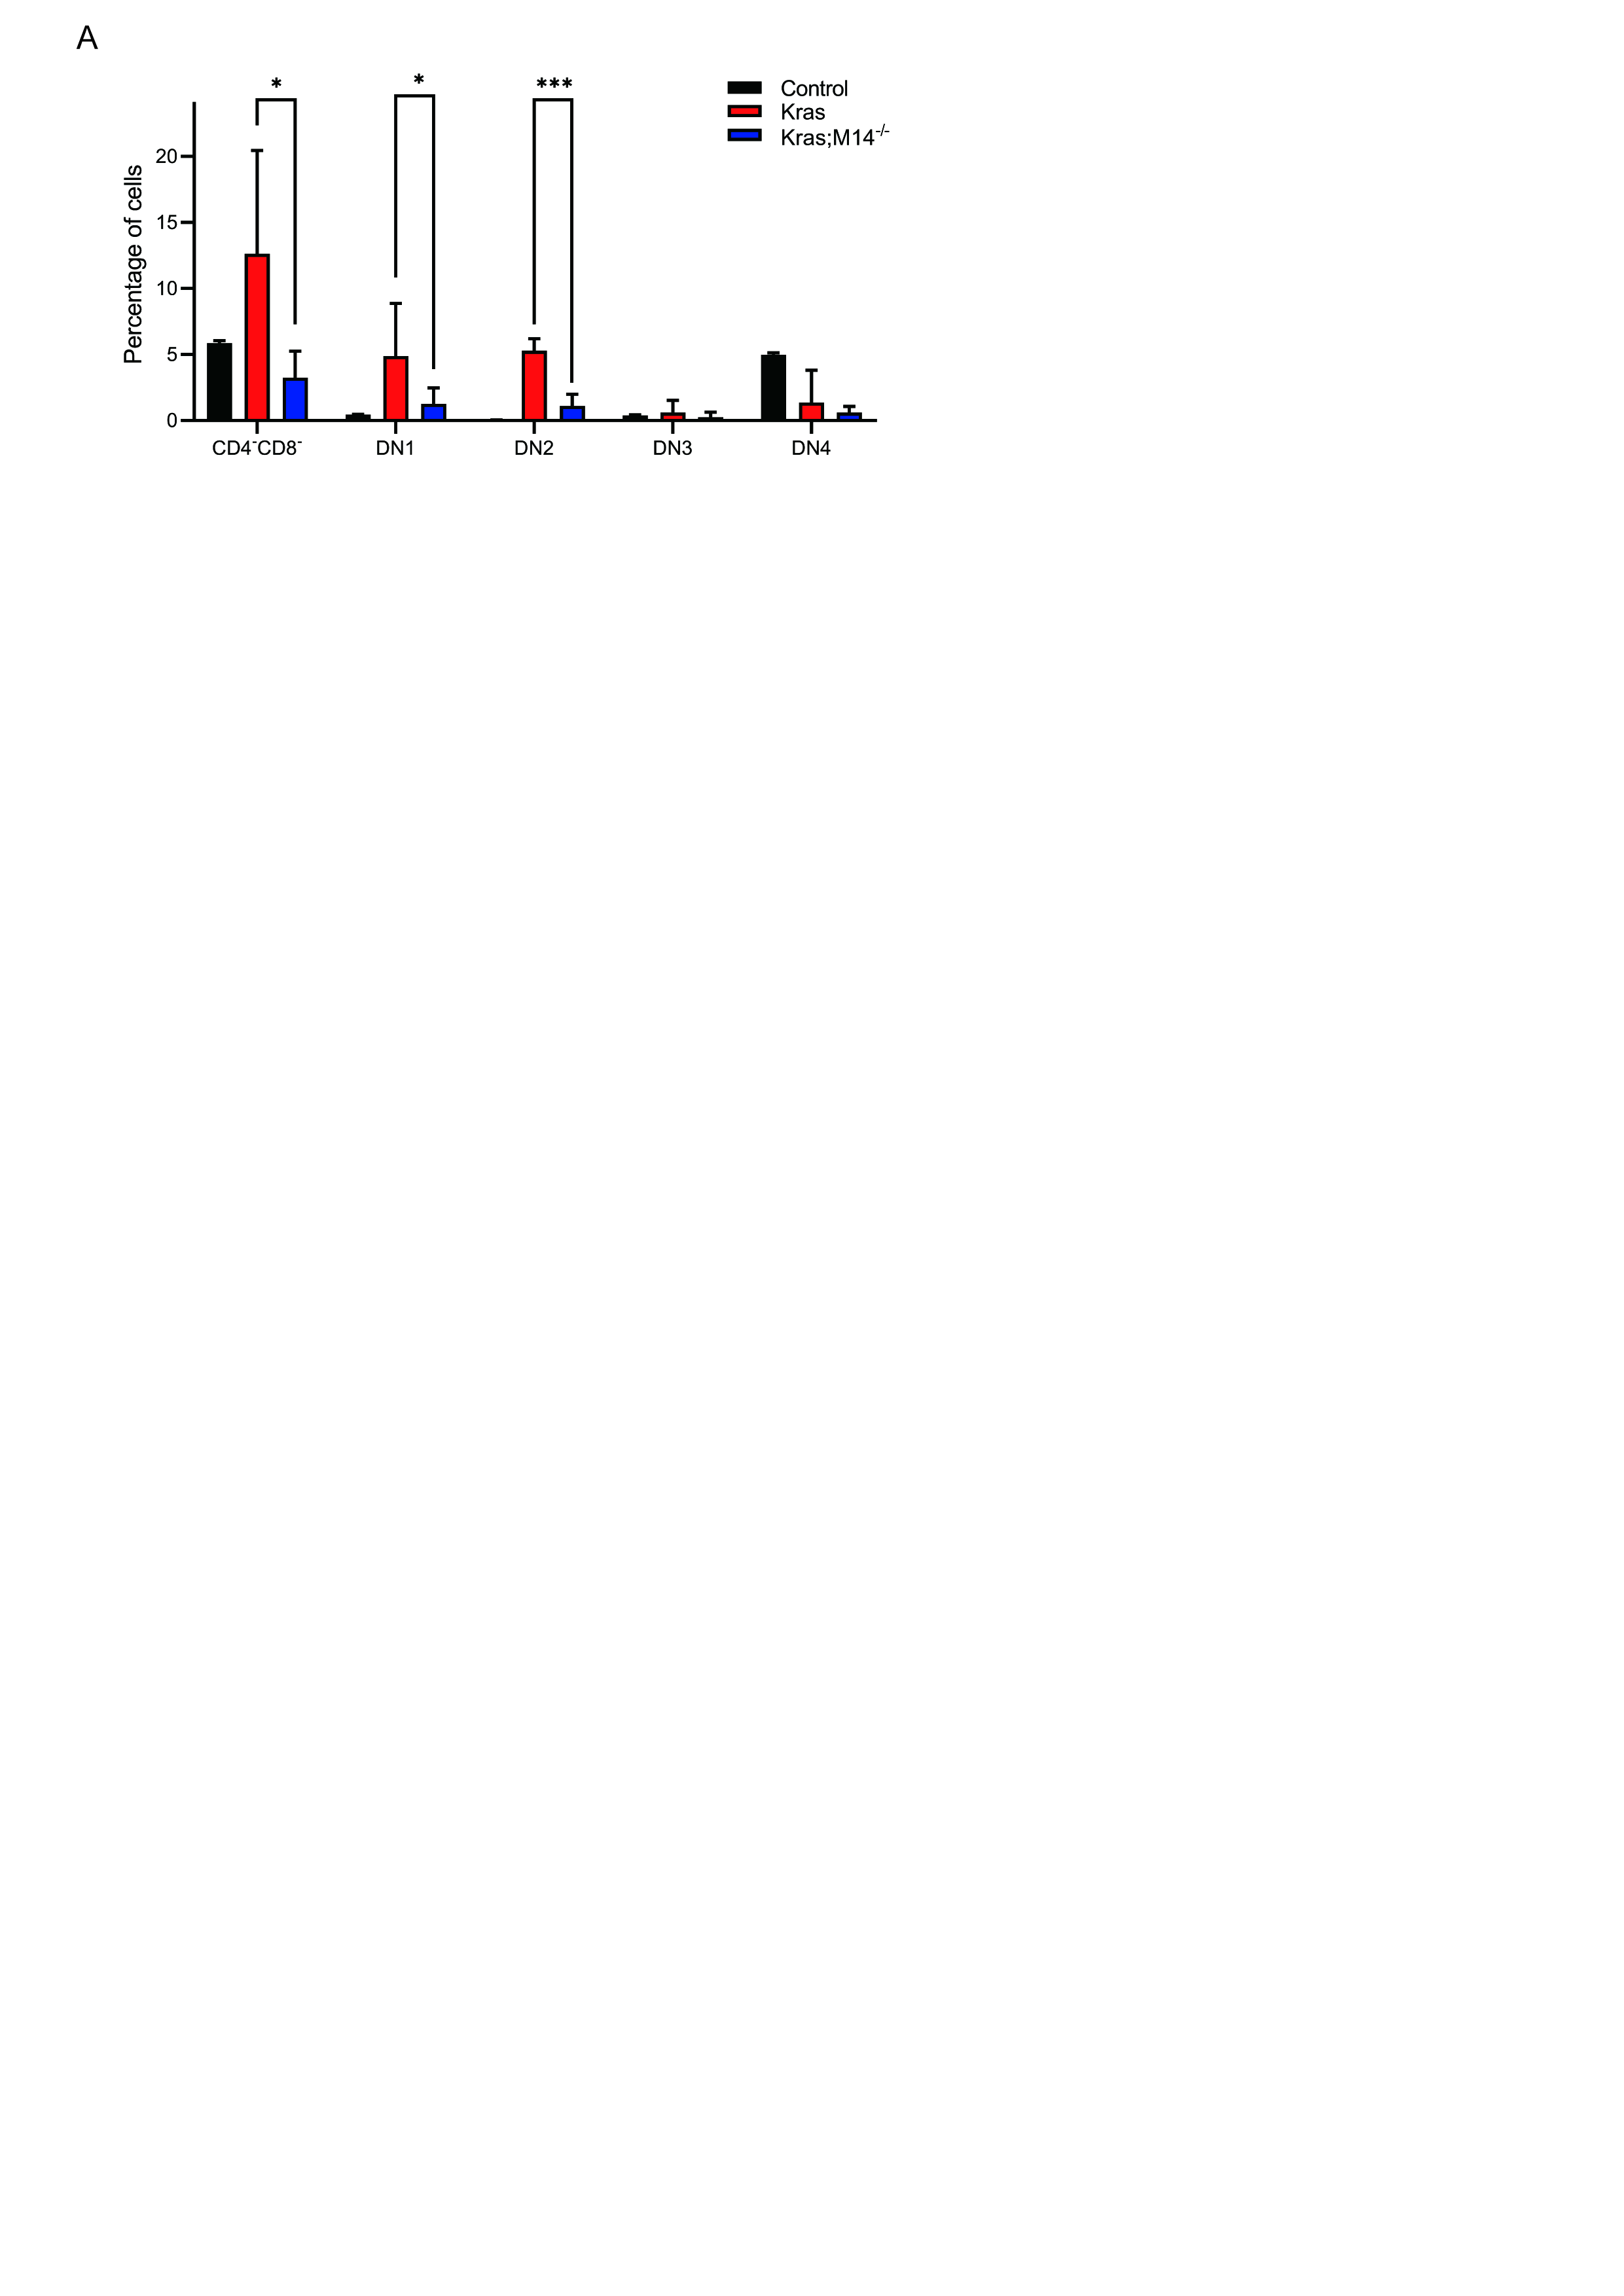

Fig.S4

**Fig.S4. Knockout of METTL14 suppresses oncogenic *Kras^G12D/+^*-induced myeloid disease in a cell-autonomous manner**

1. Quantitative analysis of donor-derived DN(CD4^-^CD8^-^) thymocyte, including DN1 (CD44^+^CD25^-^), DN2 (CD44^+^CD25^+^), DN3 (CD44^-^CD25^+^) and DN4(CD44^-^CD25^-^) thymocyte from moribund recipient mice. The results are presented as mean ± SD. * P<0.05; ** P<0.01; *** P<0.001.

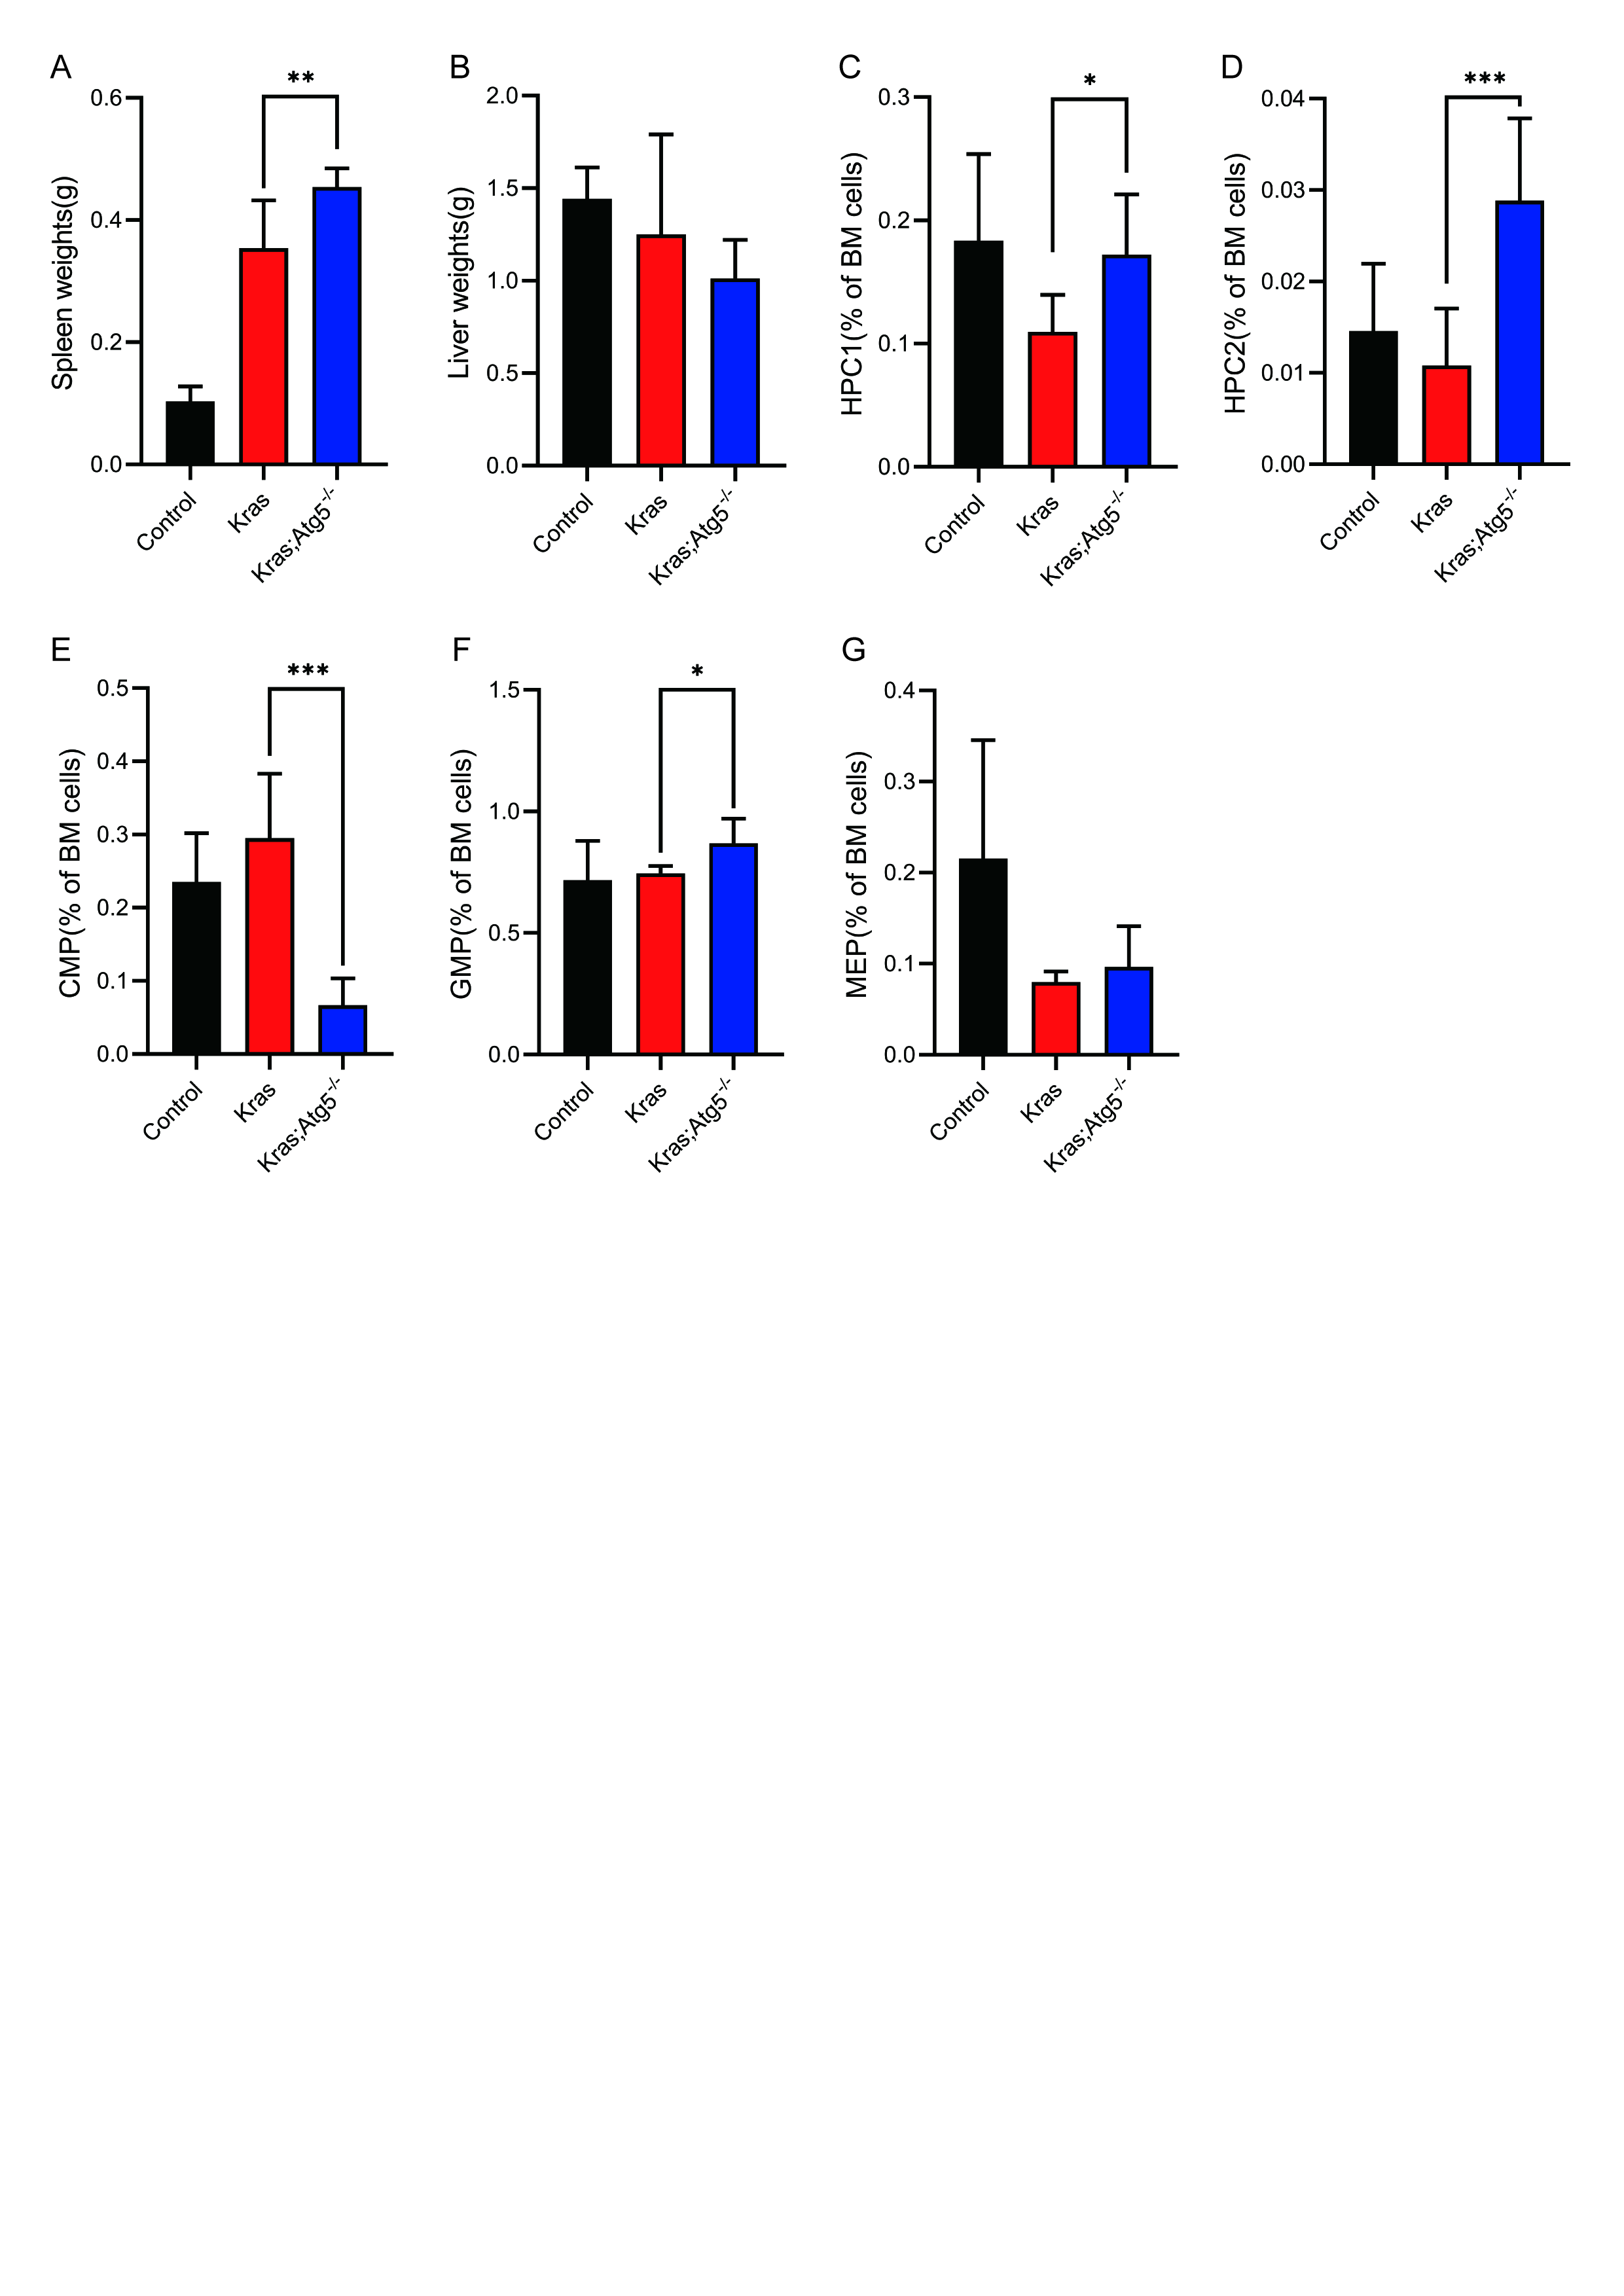

Fig.S5

**Fig.S5 Inhibition of autophagy via knockout of ATG5 promotes HSPCs amplification and suppresses the leukemic disease process.**

Control, Kras, and Kras;Atg5^-/-^ mice were sacrificed on day 1 of week seven for analysis of different hematopoietic tissues. (A-B) Quantification of spleen weight and liver weight. (C-G) Quantitative analysis of HPC1(C), HPC2(D), CMPs (E), GMPs (F), and MEPs (G) in hind limb bone marrow (BM (H.L.)). The results are presented as mean ± SD. * P<0.05; ** P<0.01; *** P<0.001.

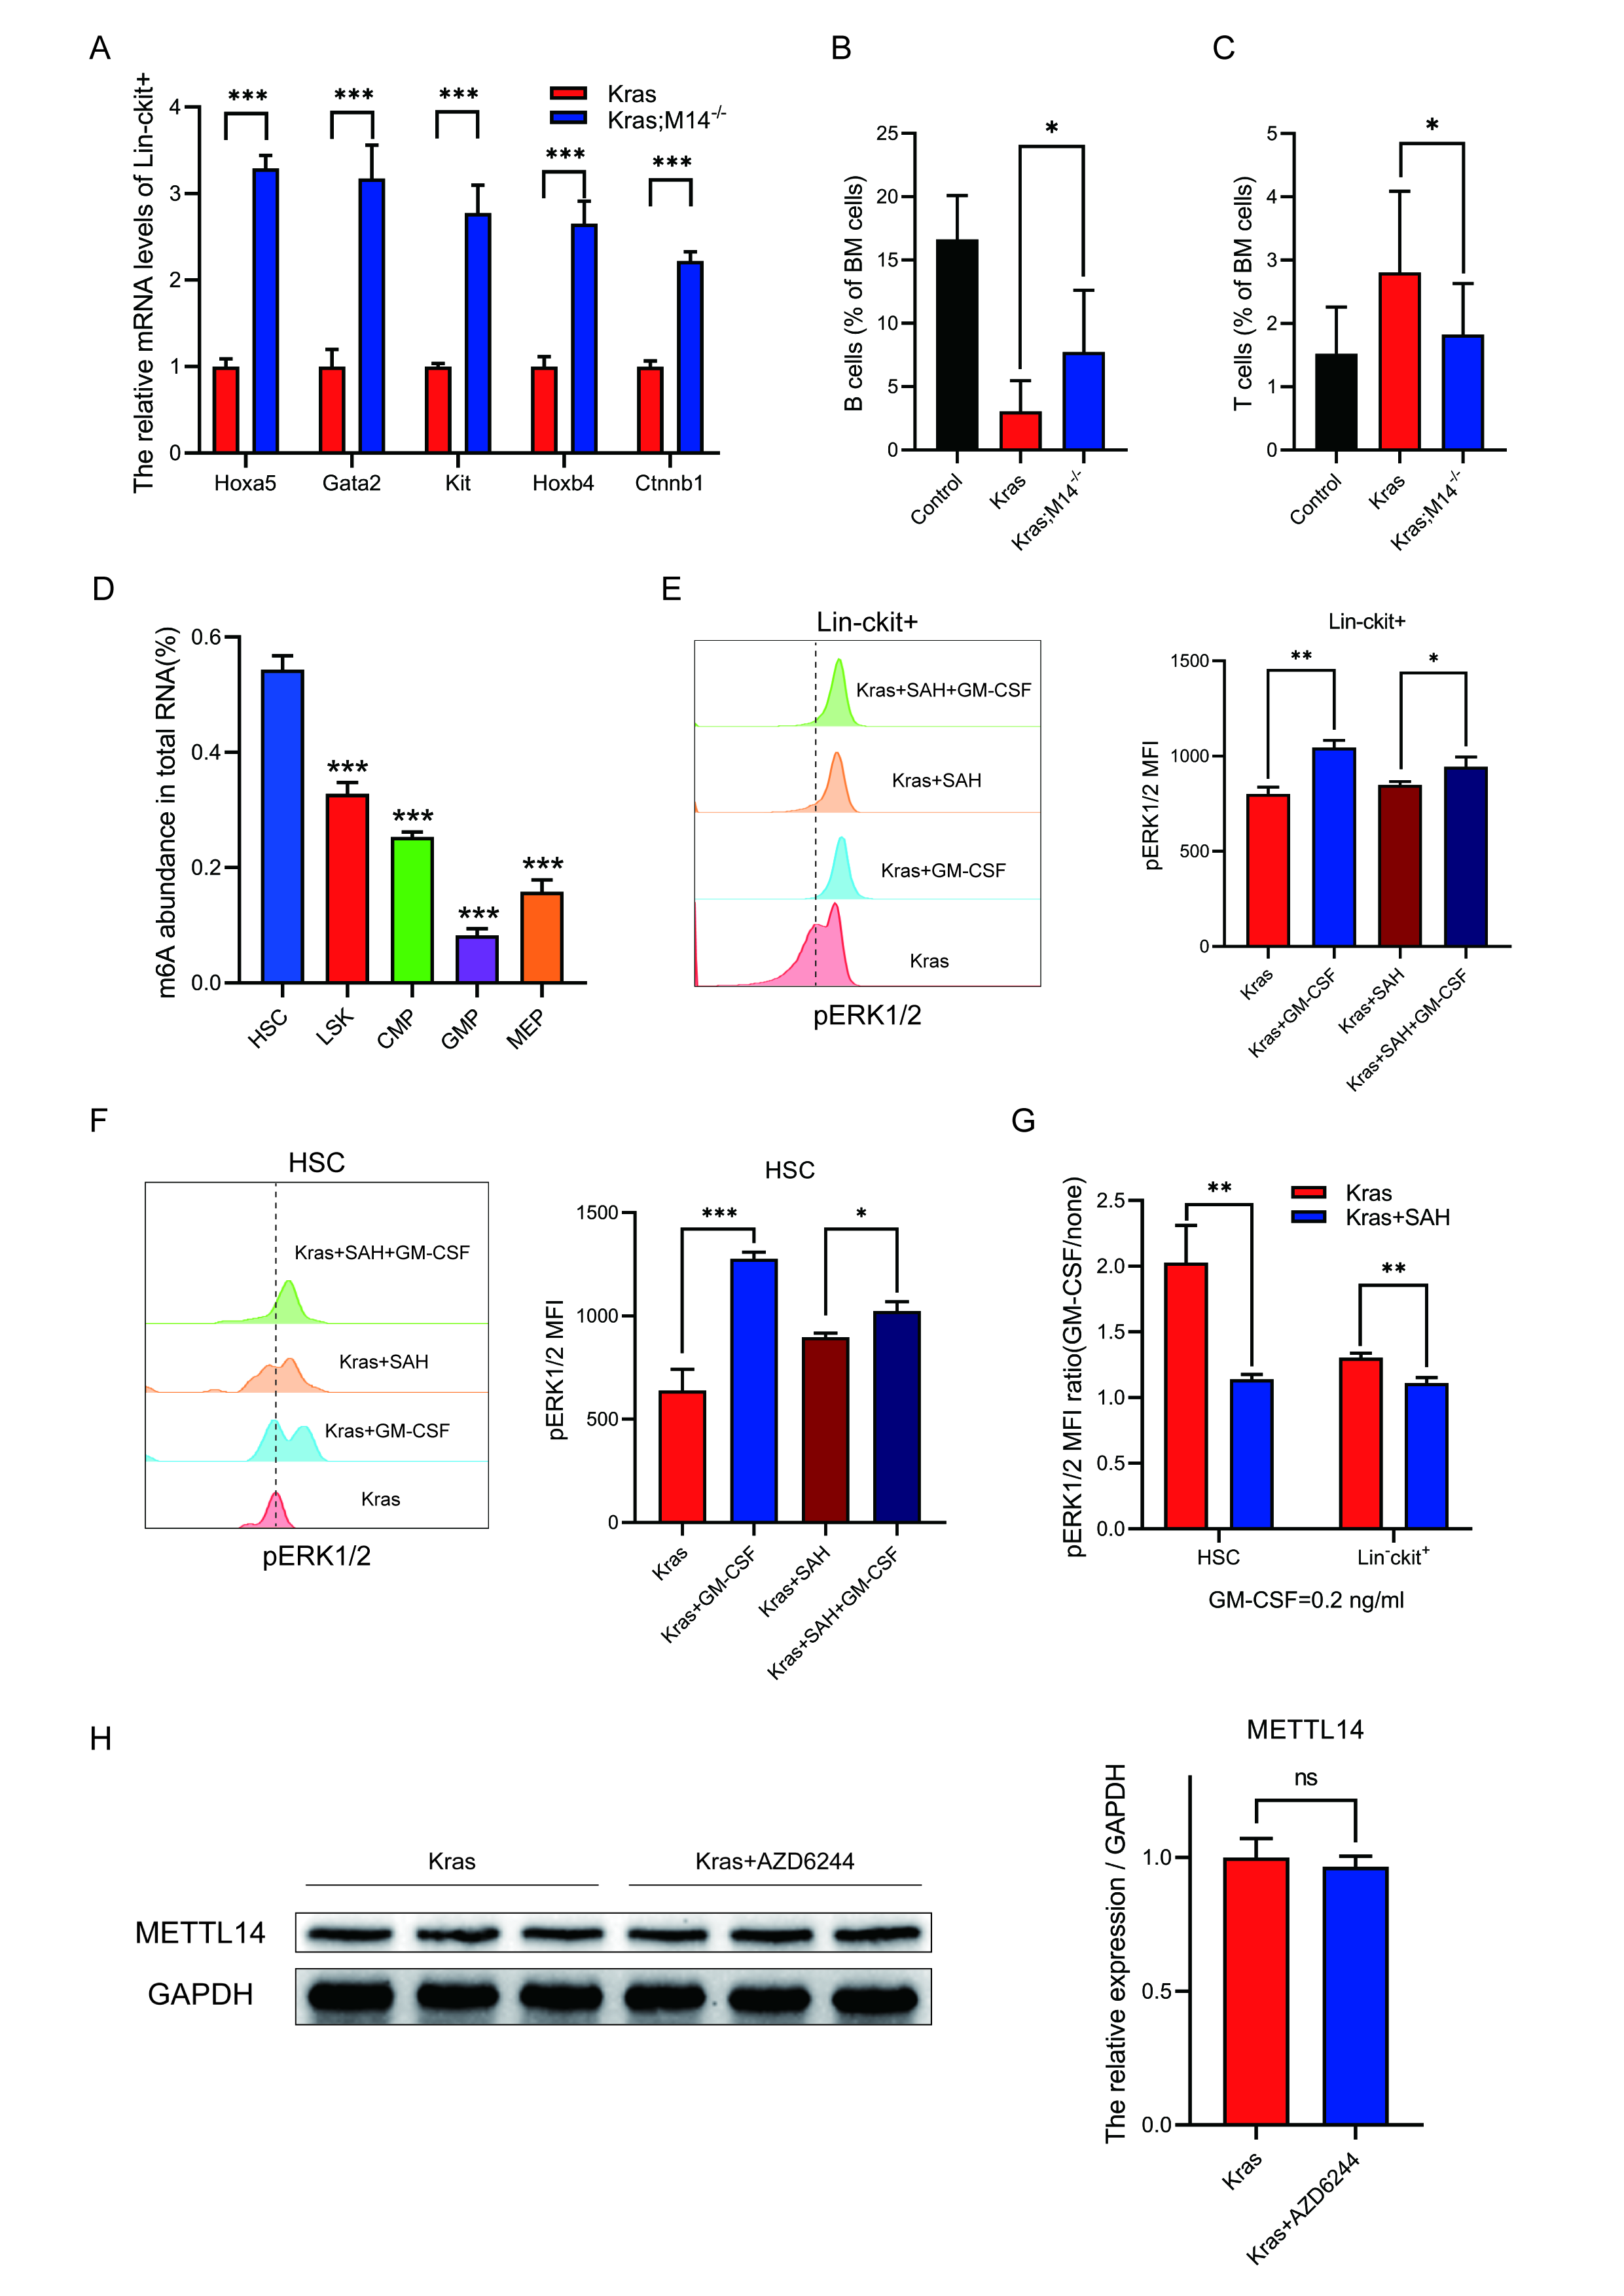

Fig.S6

**Fig.S6. The influence of METTL14 on HSPCs in the context of JMML.**

(A)RT-PCR showing mRNA levels of key regulators of HSC self-renewal in Kras and Kras;M14^-/-^ mice. (B) Frequency of B cells in bone marrow cells. (C) Frequency of T cells in bone marrow cells. (D) Quantification of total RNA m6A levels in HSPCs. (E-F) Whole bone marrow cells were sorted using flow cytometry and serum- and cytokine-starved for 2 hours at 37°C. Cells were stimulated with 32μM SAH and then stimulated with 0.2ng/ml of mGM-CSF for 10 minutes at 37°C. The level of p-ERK1/2 was measured using phospho-flow cytometry. Gating analysis was performed on Lin^−^cKit^+^ cells rich in myeloid progenitor cells and HSCs. (G) Quantification of median fluorescent intensity (MFI) of p-ERK1/2 in Lin^-^ckit^+^ cells and HSCs with and without mGM-CSF treatment. (H)Western blotting analysis of METTL14 protein levels in bone marrow cellswith and without AZD6244 treatment. The results are presented as mean ± SD. * P<0.05; ** P<0.01; *** P<0.001.

**Supplementary Materials and Methods**

**RNA m6A quantification**

Total RNA was extracted from bone marrow cells and HSPCs (Lin^-^ckit^+^ cells) using TRIzol® Reagent (Invitrogen, Germany). Then NanoDrop ND-1000 was used to determine the RNA purity and concentration. The m6A modification level of total RNA was examined via EpiQuik m6A RNA Methylation Quantification Kit (P-9005; Epigentek Group Inc., Farmingdale, NY, USA) according to the instruction. Briefly, 200 ng RNA accompanied with m6A standard were coated on assay wells, followed by capture antibody solution and detection antibody solution. The m6A levels were quantified colorimetrically by reading the absorbance of each well at a wavelength of 450 nm (OD450), and then calculations were performed based on the standard curve.

**Autophagy analysis**

Autophagy levels were measured by intracellular flow cytometry using the autophagomal marker LC3 protein and our cell surface panel for HSCs and progenitors. After RBC lysis, freshly harvested BM cells were starved in PBS on ice for 2 hours to induce autophagy by serum and cytokine starvation. In experiments inhibiting autophagy with chloroquine phosphate, cells were treated with autophagy inhibition reagent for 4 h. After staining with lineage and cell surface antibodies as described above, the cells were stained, fixed, and permeabilized using the Cytofix and Cytoperm solutions from the BD Pharmingen™ Transcription Factor Buffer Set (BD Pharmingen™, BD562574) according to the manufacturer’s protocol. The stained, fixed, and permeabilized cells were resuspended in Perm/Wash buffer containing the LC3 antibody. Cells were washed with Perm/Wash buffer to remove residual unbound antibody and resuspended in fresh Perm/Wash buffer followed by flow cytometry analysis on a CytoFLEX (Beckman Coulter Inc.). Analysis of all flow cytometry data was performed using FlowJo software (V10). For detailed antibody description, see table S1.

**Colony forming analysis**

The methylcellulose based medium M3234 were obtained from StemCell Technologies. To detect colony forming unit, 5×10^4^ bone marrow cells isolated from various groups of mice were plated in duplicate in M3234 in the absence or presence of various concentrations of GM-CSF according to the manufacturer’s protocol. Colonies were counted after 7 days in culture and same numbers of cells were re-plated.

**Transplantation experiments**

For bone marrow cell transplantation described in Figure5, 2.5×10^5^ bone marrow cells along with 2.5×10^5^ competitor bone marrow cells (CD45.1+) were injected into lethally irradiated CD45.1+ recipients as previously described(1). Four weeks after transplantation, Cre expression was induced through intraperitoneal injection of 5µg/g body weight of polyinosinic-polycytidylic acid (pI-pC, Sigma) every other day twice. FACS analysis of peripheral blood was performed at 4-week intervals after transplantation. Donor-derived hematopoiesis was analyzed as previously described(2).

**Complete blood count (CBC)**

CBC analysis was performed using a Hemavet 950FS (Drew Scientific).

**Genotyping of leukemia cells**

Genomic DNAs were extracted from bone marrow and Spleen of diseased recipient mice using Mouse Direct PCR Kit (For Genotyping) (Selleck). Genotyping of the floxed or recombined *Kras^G12D/+^* and *Mettl14*/*Atg5* alleles was performed as previously described(3). For detailed primers description, see table S2.

**Cell cycle analysis**

Cell cycle analysis was performed essentially as previously described(4). Briefly, bone marrow cells were labeled with following antibodies for myeloid progenitor cells: FITC-B220 (RA3-6B2), FITC-CD3 (145-2C11), FITC-CD4 (GK1.5), FITC-CD8 (53-6.7), FITC-Gr-1 (RB6-8C5), FITC-CD19 (eBio1D3), FITC-IgM and FITC-TER-119 (TER-119), PerCP Cy5.5-Sca1 (D7), APC-CD48, APC-eFluro 780-c-Kit (2B8), PE-Cy7-CD150. Stained cells were fixed in 2% Paraformaldehyde (Electron Microscopy Sciences)/PBS, and permeablized in 0.1% Saponin (Sigma)/PBS containing PE-Ki67 (BD Biosciences) and DAPI (Sigma). All of the antibodies were purchased from eBioscience unless specified. The stained cells were analyzed on a CytoFLEX (Beckman Coulter Inc.).

**Methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA sequencing (RNA-seq)**

Total RNA was extracted from the HSPCs (Lin^-^ckit^+^ cells) sorted by magnetic beads using TRIzol® Reagent (Invitrogen, Germany). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, USA). Dynabeads Oligo (dT)25-61005 (Thermo Fisher, CA, USA) was used to capture Poly (A) RNA. Then the Poly (A) RNA was incised into pieces under 86 ° C for 7 minutes by Magnesium RNA Fragmentation Module (NEB, cat. e6150, USA). In the IP buffer (50 mM Tris-HCl, 750 mM NaCl and 0.5% Igepal CA-630), the cleaved RNA fragments and m6A Antibody (No. 202003, Synaptic Systems, Germany) were premixed and IP. Then DNA was synthesized, and the compound duplex of DNA and RNA was converted into DNA duplex. Next, dUTP (Thermo Fisher, article No. R0133, USA) was incorporated into the duplex. An A base was added to the end of the double-stranded DNA, and the fragment size was screened and purified using magnetic beads (insert size: 180-220bp). UDG enzyme (NEB, cat.m0280, USA) was used to digest the two strands, and then PCR was performed under the following conditions to form a sequencing library: initial denaturation at 95℃ for 3 min; 8 cycles of denaturation at 98℃ for 15 sec, annealing at 60℃ for 15 sec, and extension at 72℃ for 30 sec; and then final extension at 72℃ for 5 min. At last, Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) was used for double-ended sequencing with PE150 sequencing mode following the standard protocol.

For RNA sequencing, total RNA was extracted from the HSPCs (Lin^-^c-Kit^+^ cells) sorted by magnetic beads using TRIzol® Reagent (Invitrogen, Germany) following the protocol as described previously. Other processes were performed by Omic Studio technologies (Hangzhou, China) and Oebiotech (Shanghai, China).

**Quantitative real-time polymerase chain reaction (qRT-PCR)**

Total RNA was extracted from the HSPCs (Lin^-^ckit^+^ cells) sorted by magnetic beads using TRIzol® Reagent (Invitrogen, Germany). Then NanoDrop ND-1000 was used to determine the RNA purity and concentration. The cDNA was synthesized from total RNA using a Primescript RT reagent kit (Takara). Then, qRT-PCR was performed by SYBR Premix Ex Taq™ II (CWBIO, China). The reaction conditions were as follows: 95 °C for 30 s, 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. The above experimental steps were operated in accordance with the manufacturer's protocols. Primers were synthesized by Tsingke (Beijing, China), and the sequences used are listed in table S2. 

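Table S2 lists 15 primer pairs for qRT-PCR, which measures a transcript by amplifying a short stretch of its cDNA. All 15 pairs matched transcripts of their gene exactly in GENCODE M21 (GRCm38), with products of 85 to 393 bp that lie wholly in the coding region. For 12 of them the product crosses at least 1 exon junction, though only 1 bp of the Atg4c and Kit products and 4 bp of the Tfe3 product lie beyond it, while those for Hoxa5, Gata2 and Ctnnb1 lie within 1 exon. The Atg5 product of 125 bp runs from exon 3 to exon 5 of 8, on chromosome 10 from 44289978 to 44303599. For Atg9a the product is 178 bp and runs from exon 3 to exon 6 of 16, on chromosome 1 from 75188053 to 75190317. The Atg4b product (131 bp, exons 4 to 6 of 13) lies on chromosome 1 from 93773853 to 93775640, the Atg4c product (122 bp, exons 3 to 4 of 11) on chromosome 4 from 99215961 to 99218085, and the Atg13 product (167 bp, exons 3 to 4 of 16) on chromosome 2 from 91692445 to 91693988. For Mettl14 the product is 126 bp and joins exons 7 and 8 of 11, on chromosome 3 from 123373980 to 123374787. The pair for Gapdh, the reference gene of many qRT-PCR assays, gives a product of 123 bp across exons 2 and 3 and also matches transcripts annotated to 43 other genes, since mouse Gapdh has many processed pseudogenes. The other 14 pairs gave an exact product in their own gene alone. Exon numbers are those of the principal transcript of each gene. Only exact matches to annotated transcripts were searched, not the genome or near matches.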

The 2^-ΔΔCT^ method was used to calculate the gene expression level.

**Western blotting**

Cell lysate samples were collected in RIPA buffer (POINEER Biotechnology, Xi'an, China), including a protease inhibitor cocktail (NCM Biotech, Suzhou, Xi'an). About 60μg protein lysates were separated with 10% SDS-polyacrylamide gels and transfected to PVDF membranes. Then the membranes were blocked into 5% BSA/PBST for 1h at room temperature and incubated with primary antibodies at 4°C overnight. Next, the membranes were incubated with secondary antibodies for 1h at room temperature. Finally, the protein bands were visualized with chemiluminescence reagents (ShareBio, Shanghai, China). The antibodies were used in this study as follows: METTL14 (cat. no. 80790-1-RR; Proteintech), LC3(cat. no. 12741S; Cell Signaling Technology, CST), GAPDH (cat. no. 2118S; CST), P62(cat. no. 18420-1-AP; Proteintech).

**MeRIP-qPCR**

MeRIP assay was performed by the BersinBioTM MeRIP Kit (BersinBio, Guangzhou, China) according to the manufacturer’s instruction. Firstly, we used TRIzol regent to isolate total RNA as described previously. Then the RNA was segmented into about 300-nucleotide fragments. Next, the fragments were incubated with 5μg anti-IgG or anti-m6A (68055-1-Ig, Proteintech) for 2 h at 4 ℃. Moreover, we mixed Protein A/G magnetic beads and antibody-treated RNA in IP buffer for 2 h at 4 ℃. The RNA was washed, then eluted with Proteinase K and elution buffer for 1 h at 55 ° C. At last, the RNA was purified with mixture of phenol: chloroform: Isoamyl Alcohol (25:24:1). 

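MeRIP-qPCR amplifies 1 short stretch of an mRNA after fragments bound by an m6A antibody have been pulled down, so that it reads the methylation of fragments that hold this stretch. The Atg5 pair of Table S2 gives a product of 94 bp in the coding part of exon 8, the last exon of the principal transcript, on chromosome 10 of GRCm38 from 44362946 to 44363039 on the plus strand (GENCODE M21). Its sequence is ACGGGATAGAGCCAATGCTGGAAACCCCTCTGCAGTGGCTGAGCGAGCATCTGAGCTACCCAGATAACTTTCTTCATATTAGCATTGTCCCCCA. The Atg9a pair gives a product of 74 bp in exon 1 of 16, in the 5' UTR, on chromosome 1 from 75191824 to 75191897 on the minus strand. Its sequence is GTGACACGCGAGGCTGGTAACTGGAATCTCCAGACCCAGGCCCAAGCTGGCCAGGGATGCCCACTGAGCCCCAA. The Atg5 product holds 2 matches to DRACH, the general m6A motif (D is A, G or T, R is A or G, and H is A, C or T), and the Atg9a product holds 3. Neither product holds GGAC, the motif that the text names for Fig. 5G, while AAAC, the motif in the legend of that figure, occurs 1 time in the Atg5 product and 0 times in that of Atg9a. The methods give a fragment length above the length of either product, so a methylated site beside a product can be read by it too.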

The methylated RNA expression was measured by qRT-PCR.

**RNA immunoprecipitation (RIP) assay**

RIP-qPCR was performed using the BersinBioTM RNA Immunoprecipitation Kit (BersinBio, Guangzhou, China) according to the manufacturer’s instruction. Cell lysates were divided into 3 groups, anti-IgG, anti-IGF2BP2, and input. Then Polysome lysis buffer was used to lyse cells and the cell lysate was divided into anti-IGF2BP2, anti-IgG (1mg/ml, Cell Signaling Technology) and input samples. Then, 5μg specific antibodies of anti-IgG or anti-IGF2BP2, protein A/G magnetic beads and cell lysates were incubated at 4 ℃ overnight. The lysates were washed, then digested with Proteinase K for 1 h at 55 ° C. At last, the RNA was purified with mixture of phenol: chloroform: Isoamyl Alcohol (25:24:1). Target RNA levels were detected by qRT-PCR.

**RNA decay assay**

Bone marrow cells in Kras and Kras;M14^-/-^ mice were treated with Actinomycin D (5μg/ml, MCE, USA) for 0,1,2,4, 6, and 8h. Then total RNA was isolated, and qRT-PCR was conducted as described previously. 18s rRNA was used as an internal control. The RNA lifetime (t_1/2_) was calculated using the equations below: Nt/N0 = e ^– Kdecay*t^, t_1/2_ = ln2/K_decay_.

**Cell cultures**

Cell cytotoxicity was detected by CCK8 assays. Bone marrow cells from moribund Kras mice were cultured in IMDM with 10% FBS, 0.2ng/ml mGM-CSF. Cells were seeded at 2 X 10^5^/ml in triplicate in 96-well plates in the presence of DMSO or various concentrations of AZD6244 and/or SAH. After 5 days (Kras cells) in culture, cell viability was determined using the absorbance at 450 nm by a microplate reader, and 10 μl of CCK8 solution was added to each well 2 hours in advance. The halfmaximal inhibitory concentration (IC50) and Combination Index (CI) were calculated using Compusyn software. A CI value < 1 indicated synergism.

**References**

1. Kong G, Chang YI, Damnernsawad A, You X, Du J, Ranheim EA, et al. Loss of wild-type Kras promotes activation of all Ras isoforms in oncogenic Kras-induced leukemogenesis. Leukemia. 2016;30(7):1542-51.

2. Damnernsawad A, Kong G, Wen Z, Liu Y, Rajagopalan A, You X, et al. Kras is Required for Adult Hematopoiesis. Stem Cells. 2016;34(7):1859-71.

3. Tuveson DA, Shaw AT, Willis NA, Silver DP, Jackson EL, Chang S, et al. Endogenous oncogenic K-ras(G12D) stimulates proliferation and widespread neoplastic and developmental defects. Cancer Cell. 2004;5(4):375-87.

4. Kong G, Wunderlich M, Yang D, Ranheim EA, Young KH, Wang J, et al. Combined MEK and JAK inhibition abrogates murine myeloproliferative neoplasm. J Clin Invest. 2014;124(6):2762-73.

How the deposited data were processed for this re-analysis (not part of the article)

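RNA-seq counts of Lin-c-Kit+ bone marrow cells from Kras;M14-/- mice were used, in 3 libraries of 1 group. The authors deposited raw counts per gene, as whole numbers with no normalization, and the aligner, the counting program, the genome build and the annotation are not given in the sources used here. The libraries of Kras and control mice are not analysed here, so the number of differentially expressed genes, the principal component analysis and the GSEA of the paper were not recomputed. The Statistics section of the paper gives biological replicates for each experiment in general, but neither it nor the labels tie each library to a mouse, so how much of the spread between the libraries is technical is not known.

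Of the 17597 gene symbols in the table, 17474 matched a RefSeq gene and 99.1% of the matched genes are protein coding. No mitochondrially encoded gene was listed. Coordinates and exon lengths are those of GENCODE M21 on GRCm38, in which 16967 symbols were found, and they are used for position and length only. At the depth of these libraries, a gene with 0 counts could still have up to 3 counts, which is 0.154, 0.150 and 0.156 CPM in replicates 1, 2 and 3. Such limits cover counting error only.

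Counts were scaled by TMM (edgeR 4.0.16 in R 4.3.3) to CPM, and log2 values are log2(CPM + 1). From the deposited counts, the median log2 ratio of a gene list was taken over members with a mean of at least 1 CPM. That filter replaced a minimum in all 3 libraries after the values had been seen. A gene was called detected at 1 CPM in all 3 libraries. Variation between libraries was tested per gene by a chi-square test with 2 degrees of freedom against Poisson noise, over genes with a mean count of at least 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. The biological coefficient of variation is the square root of the common dispersion of edgeR with an intercept only. The median of a gene list was set against 10000 random lists of the same size, with a two-sided permutation p, both over genes with a count in all 3 libraries. Ratios between libraries were set against lists matched on mean expression in 20 bins, as a percentile with no p. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for these steps, and DESeq2 1.42.0 for alternatives.

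The 26 gene lists with 235 genes, the rule for named genes, and the tests and alternatives for gene levels, list levels, correlations, dispersion and variation between libraries were set before the data were examined. The ratios of gene lists between libraries, their alternatives and some tests of explanations were added after that. That rule takes a list of 23 genes with primers or named in the paper, to which not every gene named there belongs (Cbl, Nf1, Ptpn11, Nras and Cd34 are in other lists), the 3 highest and the lowest detected genes of each other list, the 10 genes with the highest mean CPM and, among genes that vary with a mean count of at least 50, the 10 with the largest SD of log2(CPM + 1). Other genes named with values were chosen after these had been seen, as were 5 further lists. The alternatives were other scaling factors, filters, pseudocounts and dispersion estimates, CPM divided by exon length, another pool of random lists, and leaving out each library in turn.

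The test of variation was tested on simulated libraries with Poisson noise at the real means and totals, with 200 genes changed in 1 library. It recovered 70.5% of them at a fold of 1.25 (11911 genes tested), 77.5% at 1.5 (11922 genes), 95.0% at 2 (11934 genes) and 100% at 4 (11939 genes), with 6, 10, 8 and 15 false calls. The dispersion estimate returned 0.0494, 0.100 and 0.201 for simulated values of 0.05, 0.1 and 0.2 over 11925 genes. The primers of Table S2 were matched exactly to GENCODE M21 transcripts.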

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

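The mature myeloid genes, which the paper does not discuss in the RNA-seq data, took 3.15% of the counts in replicate 1 (exact Clopper-Pearson 95% interval 3.14 to 3.15%), 4.47% in replicate 2 (4.46 to 4.48%) and 3.78% in replicate 3 (3.77 to 3.79%). Genes of mast cells and basophils took 0.0403% (0.0394 to 0.0412%), 0.0439% (0.0429 to 0.0448%) and 0.0305% (0.0297 to 0.0313%) in the same order. Igf2bp3, a member of the IGF2BP family of m6A readers of which the paper measured IGF2BP2, had a mean of 17.0 ± 8.36 CPM (SD, n = 3), with 10.8, 13.7 and 26.5 CPM in replicates 1, 2 and 3. With no control libraries used here, each is listed because it lies above the limit that a count of 0 allows, which is 1.57e-05, 1.49e-05 and 1.53e-05% of the counts. That limit is low, and 13518 genes had a count in every library, so passing it does not set these genes apart from others. Intervals and limits cover counting error only.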

How the results depend on the processing

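Of 812 values under alternatives, 784 were rated as kept, 3 lost a call, 25 moved further and 0 reversed. Kept means the same side of the threshold for percentiles and ratios, within 1.5 times for counts of genes, and within the spread for other values. A percentile without a call in either setting was rated as kept even where its direction changed. The writers, at 70.8 and at 47.4 among genes of at least 1 CPM, are an example. Some values could not change, such as the median of a fully detected list under another pool of random lists. Without 1 library, the number of varying genes lay between 3377 and 5390 against 6475 with all, the lowest without replicate 3. The biological coefficient of variation was 6.90% as the median of gene-wise DESeq2 dispersions and 9.75 to 15.9% without 1 library, against 12.8%, and without replicate 2 it was the highest. The median Pearson correlation across genes was 0.995 with no filter and 0.986 to 0.993 without 1 library, against 0.990. The median of the 57 autophagy genes was 44.2 to 46.7 CPM without 1 library. The calls lost were those of the B cell list (percentile 1.08 with CPM divided by exon length) and of the Ras pathway list (percentile 98.6 with exon length, 98.8 among genes of at least 1 CPM). Fewer libraries lower the power of the test of variation, and the cause was not tested for the other changes. The alternatives for ratios between libraries were chosen after the data had been seen. No paired analysis was possible because the libraries are of 1 group only. Genes near the limit of 3 counts cannot be ranked at this depth.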

Other observations

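The tests of sampling noise and of gene length for the erythroid genes, both tests on Mettl14, the alternatives for ratios, and the use of the spread in weighing the second erythroid list (median log2 ratio -0.45 with members at 1 CPM in all 3 libraries) were chosen only after the results were seen. Genes of the Ras pathway were well expressed in the Kras;M14-/- libraries, with 13 of 13 detected and a median of 94.0 CPM, at percentile 99.6 of random lists (two-sided permutation, adjusted p = 0.0290 over 26 lists), a call that ended at percentile 98.6 with CPM divided by exon length. Cbl, a ubiquitin ligase that is mutated in JMML, was at 304 ± 38.0 CPM, Mapk1 and Mapk3, which encode ERK2 and ERK1, were at 253 ± 12.3 and 237 ± 27.5 CPM, Ptpn11 at 139 ± 10.7 CPM, Nras at 94.0 ± 0.956 CPM, Kras at 53.7 ± 1.96 CPM and Nf1 at 18.3 ± 1.92 CPM (SD, n = 3). Of 11 genes that ERK signalling induces, 10 were detected, with Dusp6 at 125 ± 15.5 CPM, Ier3 at 39.9 ± 1.63 CPM, Spred1 at 27.6 ± 0.932 CPM and Etv4 at 1.54 ± 0.215 CPM (SD, n = 3), and their median of 10.5 CPM lay at percentile 15.1 (permutation, adjusted p = 0.437). Cell cycle genes had a median of 373 CPM at percentile 100 (permutation, adjusted p = 0.00104), with all 14 detected, among them Mki67 at 815 ± 114 CPM, Top2a at 700.0 ± 40.5 CPM, Mcm7 at 572 ± 6.93 CPM and Tyms at 90.9 ± 2.57 CPM (SD, n = 3). Of 7 cell cycle inhibitors, 6 were detected, with Cdkn2d at 78.4 ± 15.9 CPM, Rbl2 at 62.6 ± 2.78 CPM, Rb1 at 58.7 ± 0.763 CPM and Cdkn2c at 21.7 ± 3.20 CPM (SD, n = 3), at percentile 77.1 (permutation, adjusted p = 0.626). The list of 23 genes taken from the paper had a median of 45.8 CPM at percentile 92.8 (permutation, adjusted p = 0.268).

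Early response genes had a median of 308 CPM at percentile 100 (permutation, adjusted p = 0.00104), with all 10 detected, led by Fosb at 849 ± 95.2 CPM, Jun at 836 ± 184 CPM and Fos at 692 ± 219 CPM (SD, n = 3). The lowest of them, Hspa1a, was at 84.7, 82.6 and 20.3 CPM in replicates 1, 2 and 3. Of 10 interferon response genes in the table, 8 were detected, with Stat1 at 143 ± 27.6 CPM, Bst2 at 43.1 ± 10.7 CPM, Oas1a at 29.0 ± 4.99 CPM and Rsad2 at 2.60 ± 1.70 CPM (SD, n = 3), at percentile 34.2 (permutation, adjusted p = 0.774). The median log2 ratio of these 10 was -0.41 for replicate 3 to replicate 1, 0.44 for replicate 2 to replicate 1 and -1.09 for replicate 3 to replicate 2, 9 of the 10 varied between the libraries beyond sampling noise, and Irf7 was at 24.7, 38.1 and 14.5 CPM. Y-linked genes were detected in every library, with Ddx3y at 53.2 ± 4.72 CPM, Eif2s3y at 48.8 ± 16.9 CPM, Kdm5d at 19.4 ± 1.98 CPM and Uty at 12.0 ± 1.20 CPM (SD, n = 3), at percentile 58.3 (permutation, adjusted p = 0.834).

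Many genes varied between the libraries, among them erythroid genes that were lower in replicate 3. Libraries of different sex are argued against by the summed Y-linked CPM, whose highest value was 1.27 times the lowest, while Xist had 0 entries in the table and gave no test. Sampling noise is argued against by 11 members of the erythroid list past the test, and gene length by percentile 0 of lists matched on expression and exon length. A different share of mature cells after lineage depletion may account for part of the variation, though the lists describe transcripts in bulk libraries and not cells. The largest median log2 ratio of the mature cell lists was 1.30 in size. For the same libraries that of the stem and multipotent list was -0.20 (-0.36 between replicates 3 and 2). The 1.30 is that of the erythroid list itself, replicate 3 to replicate 1, so it restates the erythroid pattern and cannot decide its cause. The mature myeloid list was at 0.33 for that pair, with 9 of 12 genes higher in replicate 3. Between replicates 2 and 1 it was at 0.57, and the stem and multipotent list at 0.07. Gata1, Klf1 and Epor are also used by progenitors. TER-119, among the antibodies of Table S1, would remove mature erythroid cells if the magnetic bead sort used it. The RNA-seq methods do not name the antibodies of that sort. A lower share of erythroid progenitors, gene length over all genes and an early response during isolation stay open. A second erythroid list had a median log2 ratio of replicate 3 to replicate 1 of -0.42 (standard error 0.21). To replicate 2 it was -0.77, with 12 of 14 genes lower in both. These medians lay at percentiles 0.01 and 0 of lists matched on expression. Single genes ran from -1.35 (Rhag) to 0.72 (Tfrc) for replicate 3 to replicate 1. The -0.42 met the bound set against a lower share, but by less than its standard error. The largest Spearman correlation with gene length, 0.215 in size, lay between its bounds. The early response medians (largest 0.32, and -0.24 with a standard error of 0.36 between replicates 3 and 2) met the bound set against that explanation in every pair. Between replicates 3 and 2 this was by less than the standard error. The 0.32 and the -0.24 lay at percentiles 100 and 0 of lists matched on expression. All 10 early response genes varied beyond sampling noise, and their log2 ratios of replicate 3 to replicate 1 ran from -2.41 to 1.03. Such medians therefore do not show that these genes were alike in the libraries. The bounds as written took no account of the spread. The design, with 1 group, gives no condition to test against these explanations.

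Mettl14 counts were present in every Kras;M14-/- library, the lowest being 555. Stromal or erythroid cells in the sort as the main source of these counts are argued against by the log2 ratio of Mettl14 between replicates 3 and 1. That ratio was 0.12, while both of those lists were lower in replicate 3. A minor part from such cells would move the ratio little, so the test cannot speak to it. Incomplete deletion and transcripts made from the recombined allele may both leave counts and cannot be told apart, because the table holds no counts per exon, and the design gives no condition to test here either. The paper reports that this model relied on leaky Mx1-Cre without pI-pC injection. It also reports that METTL14 was significantly lower in bone marrow cells of such mice.

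Sterol synthesis genes were higher in replicate 3. Ldlr, the LDL receptor, was at 63.4, 90.4 and 207 CPM in replicates 1, 2 and 3, and Sqle, squalene epoxidase, at 22.4, 24.3 and 57.1 CPM. These were seen first, and the hypothesis of a shared rise was then tested on a second list of 17 genes whose values had not been seen, among them Hmgcr. The median log2 ratio of replicate 3 to replicate 1 was 0.64, and 15 of the 17 varied between the libraries beyond sampling noise, while Ebp and Tm7sf2 did not pass that test, so the pathway may have been more active in that library. Why replicate 3 differs was not tested, and the design gives no biological explanation to test. The labels give replicates 1 and 2 consecutive library names and replicate 3 a later one. They name no batch, so a batch cannot be told apart from the differences of replicate 3, in the other gene groups too. Eosinophil granule genes such as Prg2, at 2340, 1057 and 1060 CPM, were higher in replicate 1. A second list of 5 genes left open the hypothesis of more cells of that lineage. Its median log2 ratio to replicate 1 was -0.42 in replicate 3 (standard error 0.42, 3 of 5 genes lower). In replicate 2 it was -0.09 (standard error 0.28, 4 of 5 genes lower). Siglecf, Il5ra and Il1rl1 were lower in both. Csf2ra and Csf2rb were higher in replicate 3, with log2 ratios of 0.15 and 0.80. Both encode chains of the GM-CSF receptor, and the paper grew bone marrow colonies with GM-CSF, so they need not follow eosinophils. The median of this list therefore cannot decide the hypothesis. Selection for c-Kit would leave out mature eosinophils.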
